# Therapeutic potential of Pien Tze Huang in colitis-associated colorectal cancer: mechanistic insights from a mouse model

**DOI:** 10.1186/s12935-024-03428-9

**Published:** 2024-07-17

**Authors:** Liya Liu, Youqin Chen, Sijia Liu, Xinran Zhang, Liujing Cao, Yulun Wu, Yuying Han, Guosheng Lin, Lihui Wei, Yi Fang, Thomas J. Sferra, Anjum Jafri, Huixin Liu, Li Li, Aling Shen

**Keywords:** Pien Tze Huang, Azoxymethane (AOM)/dextran sodium sulfate (DSS), Colitis-associated colorectal cancer, Wnt/β-catenin signaling pathway, RNA-seq

## Abstract

**Background:**

Pien Tze Huang (PZH), a traditional Chinese medicine formulation, is recognized for its therapeutic effect on colitis and colorectal cancer. However, its protective role and underlying mechanism in colitis-associated colorectal cancer (CAC) remain to be elucidated.

**Methods:**

A CAC mouse model was established using AOM/DSS. Twenty mice were randomly divided into four groups (*n* = 5/group): Control, PZH, AOM/DSS, and AOM/DSS + PZH groups. Mice in the PZH and AOM/DSS + PZH group were orally administered PZH (250 mg/kg/d) from the first day of experiment, while the control and AOM/DSS group received an equivalent volume of distilled water. Parameters such as body weight, disease activity index (DAI), colon weight, colon length, colon histomorphology, intestinal tumor formation, serum concentrations of pro-inflammatory cytokines, proliferation and apoptosis in colon tissue were assessed. RNA sequencing was employed to identify the differentially expressed transcripts (DETs) in colonic tissues and related signaling pathways. Wnt/β-Catenin Pathway-Related genes in colon tissue were detected by QPCR and immunohistochemistry (IHC).

**Results:**

PZH significantly attenuated AOM/DSS-induced weight loss, DAI elevation, colonic weight gain, colon shortening, histological damage, and intestinal tumor formation in mice. PZH also notably decreased serum concentration of IL-6, IL-1β, and TNF-α. Furthermore, PZH inhibited cell proliferation and promote apoptosis in tumor tissues. RNA-seq and KEGG analysis revealed key pathways influenced by PZH, including Wnt/β-catenin signaling pathway. IHC staining confirmed that PZH suppressed the expression of β-catenin, cyclin D1 and c-Myc in colonic tissues.

**Conclusions:**

PZH ameliorates AOM/DSS-induced CAC in mice by suppressing the activation of Wnt/β-catenin signaling pathway.

## Introduction

Globally, colorectal cancer (CRC) stands as one of the predominant malignant growths in the digestive system. Data from 2020 indicates that there were approximately 19.3 million new diagnoses and 10 million fatalities due to CRC, placing it third in incidence and second in mortality among all cancers [1]. In China, the latest national cancer statistics released in 2020 indicated that there were 555,000 new cases and 286,000 deaths from CRC, ranking third and fifth among all tumors, respectively [2]. It is evident that the high incidence and mortality rates of CRC are still at elevated levels, posing a significant threat to human health. Therefore, it’s imperative to discover more potent preventive and therapeutic approaches urgently.

The occurrence and development of CRC are associated with various factors, including changes in dietary structure, imbalances in the intestinal microbiota, and inflammatory bowel disease (IBD) [3]. IBD plays a crucial role in the occurrence and progression of CRC. Colitis-associated colorectal cancer (CAC) is a typical type of CRC that evolves from inflammation (specifically, IBD) to tumor transformation. In the context of intestinal inflammation, the intestinal mucosal epithelium undergoes low-grade dysplasia, which then progresses to high-grade dysplasia and eventually breaches the basement membrane to become invasive cancer. This process is referred to as the “inflammation-dysplasia-cancer” pathway of CAC [4, 5]. CAC is characterized by rapid disease progression, a high degree of malignancy, a low 5-year survival rate, and limited treatment options [6]. Research suggests that patients with IBD face a notably higher risk of cancer development compared to those without colitis [7]. This risk is closely related to the degree, duration, and severity of the inflammation [8]. Therefore, there is an urgent need to identify better early prevention and treatment strategies for the progression of colitis-associated colorectal cancer.

In China, natural products, including traditional Chinese medicine, have been historically employed in the clinical treatment of inflammatory diseases due to their minimal side effects [9–11], and are also widely used clinically as adjunctive therapies for CRC [12]. Pien Tze Huang (PZH) is a famous traditional Chinese medicine formula with a history of hundreds of years, which has been employed in the clinical treatment for a variety of diseases in China and Southeast Asia [13, 14]. Recent clinical research has demonstrated that PZH can alleviate pain, improve quality of life, strengthen immunity, and extend the lifespan of patients undergoing treatment for malignant tumors, including liver cancer, CRC [15–18]. The previous in vivo and in vitro studies of our research group have confirmed that PZH can inhibit the growth and metastasis of CRC cells by regulating multiple signaling pathways [19–21]. Notably, our recent research has found that PZH not only alleviates the occurrence and development of DSS-induced ulcerative colitis in mice, but also inhibits the formation and growth of intestinal tumors in AOM/DSS-induced CAC mouse model [22, 23]. These results suggest that PZH has a potential preventive and therapeutic effect on the “inflammation-cancer” transformation of IBD. However, the underlying molecular mechanism of its effects are still to be elucidated. Therefore, in this study, the CAC model mice induced by AOM/DSS and RNA-seq analysis were used to further explores the preventive and therapeutic effects of PZH on CAC, as well as its potential molecular mechanisms of action.

## Materials and methods

### Chemicals and reagents

Azoxymethane (AOM) was purchased from Sigma Chemical Company (St. Louis, MO). Dextran sodium sulfate (DSS, MW: 36 000–50 000) was purchased from MP Biomedicals (Solon, OH, USA). Antigen repair solution, immunohistochemistry kits and phosphate buffered saline were purchased from Maixin Biotechnology (Fuzhou, Fujian, China). Hematoxylin and eosin were purchased from Solarbio Technology Co., Ltd. (Beijing, China). TUNEL kit was purchased from Boster Biological Technology Co., Ltd. (Wuhan, Hubei, China). IL-6, IL-1β and TNF-α ELISA kits were obtained from Proteintech Technology Co., Ltd. (Wuhan, Hubei, China). Primary antibodies specific to PCNA, β-catenin, CyclinD1 and c-Myc were provided by Cell Signaling Technology (Beverly, MA, USA). RNAiso Plus reagent was provided by Takara Biomedical Technology (Beijing) Co., Ltd. (Beijing, China). Ribo-Zero Magnetic Kit (Thermo Fisher Scientific, Grand Island, NY, United States). NEBNext Ploy(A) mRNA Magnetic Isolation Module Kit, NEBNext Ultra RNA Library Prep Kit (New England Biolabs, Beijing, China).

### Preparation of Pien Tze Huang (PZH)

PZH was obtained from and authenticated by the sole manufacturer Zhangzhou Pien Tze Huang (Lot:1806066) Pharmaceutical Company Limited, China. 50 mg of PZH powder was mixed with 1 ml saline and subject to sonication for 30 min. It was ready for intragastric infusion when the powder was completely dissolved, and the solution became clear.

### Animals and experimental protocols

Male C57BL/6 mice (20–22 g) were purchased from Shanghai SLAC Laboratory Animal Co. and housed in a specific pathogen-free facility. All animal care and experimental procedures strictly adhered to the ‘Guide for the Care and Use of Laboratory Animals’ and the ‘Principles for the Utilization and Care of Vertebrate Animals.’ The Committee of Fujian University of Traditional Chinese Medicine (Fujian, China) granted approval for these practices.

Schematic diagram of the modeling is shown in Fig. 1. Briefly, AOM (12.5 mg/kg) was intraperitoneally injected into the mice at the first day of modeling. After 7 days, mice were provided with 2% DSS in free drinking water for a duration of 5 days. This was replaced with regular drinking water for next 2 weeks. The entire modeling procedure were repeated for four cycles.

**Fig. 1:**
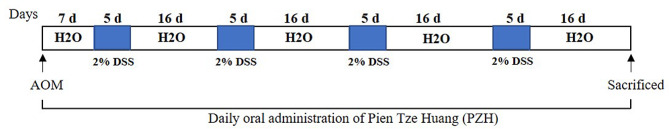
Establishment of a mouse model of AOM/DSS-induced CAC and experimental design

Twenty mice were randomly divided into 4 groups (*n* = 5/group). The CAC model in mice was established in both the AOM/DSS group and the AOM/DSS + PZH group, with the exception of the Control and PZH group. From the first day of AOM treatment to the end of the experiment, PZH 250 mg/kg/d or equal volume distilled water were oral gavaged to mice. The dose of PZH used here was from our previously publication. The development of colitis was observed without knowledge of the treatment groups, and included the tracking of body weight, assessment of stool firmness, and detection of rectal bleeding using guaiac paper. The disease activity index (DAI) was determined by a combined score of weight loss, stool consistency, and incidence of rectal bleeding (Table 1).

**Table 1:** Disease activity index (DAI)

Index	Weight loss (%)	Stool	Crypt damage
0	None	Well-formed pellets	None
1	1–5	-	-
2	6–10	Pasty and semiformed	Positive bleeding
3	11–20	-	-
4	> 20	Liquid	Gross bleeding

### Cytokine enzyme-linked immunosorbent assay (ELISA)

At the end of the experiment, blood from each mouse was collected via right heart ventricle puncture. The level of inflammatory cytokines IL-6, IL-1β and TNF-α in the serum was measured using standard ELISA assay diagnostic kits (Proteintech, Chicago, USA) following the manufacturer’s instructions. All the samples were analyzed in triplicate.

### Histopathological analysis

Colon sections of each mouse were stained with hematoxylin and eosin (H&E) as previously described [24]. Briefly, cross-sectional samples of colon tissue from each mouse were preserved in 4% paraformaldehyde (pH 7.4) for a 24-hour period, then processed and set in paraffin before being sliced into sections 4 micrometers thick. After the processes of dewaxing and dehydration, the sections were stained with hematoxylin for 60 s, followed by exposure to 1% hydrochloric acid ethanol for 3 s, and subsequently stained with eosin for 10 s. After mounting the tissues on slides with coverslips, they were examined and imaged at 100× and 200× magnification using a Leica DM400B microscope (Leica, Wetzlar, Germany).

### Immunohistochemistry

Following the removal of wax and rehydration, colon tissue slides of 4 micrometers in thickness were treated with heat to retrieve antigens. Immunohistochemistry (IHC) staining was then carried out on these sections using the Ultra-Sensitive S-P Detection Kit (Maixin), in accordance with the instructions provided by the manufacturer. The paraffin-embedded tissue sections were left to incubate with antibodies at 4° C overnight. This was followed by the addition of HRP-labeled secondary antibody, and then a streptavidin-alkaline phosphatase solution was introduced for reaction. DAB was used for color development, and hematoxylin was applied for counterstaining. After adding a coverslip to each slide, the tissues were examined at a 400× magnification using a Leica DM400B microscope. (Leica, Wetzlar, Germany). Two experienced pathologists, blind to the clinical and pathological details, independently assessed the staining intensity and the proportion of cells that showed positive staining in five distinct fields of each sample. Staining intensity was rated on a scale of 0 to 3: 0 indicating no staining, 1 for faint, 2 for moderate, and 3 for pronounced staining. The percentage of positively stained cells was grouped into four ranges: 1 for 0-25%, 2 for 26-50%, 3 for 51-75%, and 4 for 76-100% [24]. The final protein expression score was calculated by multiplying the values for intensity and percentage.

### TUNEL assay

Using the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) method, apoptotic cells in the tissue sample were detected in accordance with the manufacturer’s instructions. Briefly, Paraffin-embedded sections were first subjected to standard dewaxing and rehydration procedures. Subsequently, they were treated with 20 µg/ml proteinase K at room temperature for 10 min. A 50 µl labeling reaction mixture, consisting of 5 µl of TdT enzyme and 45 µl of labeling safety buffer (pre-cooled on ice), was then applied to the sections at 37° C in a humidified environment for 60 min and then the reaction was stopped with PBS. The percentage of TUNEL-positive cells and staining intensity were assessed based on the criteria outlined in the “Immunohistochemistry” section.

### RNA sequencing (RNA-Seq) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses

Colon tissues were selected from each group (*n* = 5) and their total RNA were extracted using RNAiso Plus reagent. The concentration and quality of RNA was evaluated using the Qubit 3.0 and Agilent 2100 Bioanalyzer. RNA samples with a RIN value of seven or above were used for further experiments.

The construction of the RNA sequencing (RNA-seq) library was facilitated by CapitalBio Technology (Beijing, China). In brief, rRNA was removed from total RNA by Ribo-Zero Magnetic Kit according to the instructions. The resultant rRNA-depleted total RNA was subsequently fragmented, generating the poly(A)-tailed mRNA molecules through NEBNext Ploy(A) mRNA Magnetic Isolation Module Kit according to the manufacturer’s instructions. The development of sequencing libraries was executed using the NEBNext Ultra RNA Library Prep Kit for Illumina, strictly following the manufacturer’s guidelines.

After sequencing, the raw data were processed by a bioinformatics workflow, including the following steps. (1) The sequencing quality was assessed by FastQC (v0.11.5), and low-quality data were filtered by NGSQC (v.2.3.3). (2) Clean reads were aligned to the mouse genome (GCRmm38/mm10 in UCSC) by HISAT2 (v2.1.0) with standard paraments. (3) The reconstruction and quantification of genes and transcripts were executed utilizing StringTie (v1.3.3b), based on read comparison results. (4) Bio MAS (molecule annotation system v3.0) was used for the correlative analysis between samples and the functional annotation of genes.

The DESeq (v1.28.0) was used for differential expression transcripts (DETs) analysis, setting a cut-off at > 2 with a significance level of P-value < 0.05. The DETs were identified and analyzed through volcano and hierarchical clustering plots. Subsequent to identifying the most represented signaling pathways among the DETs, a thorough KEGG pathway enrichment analysis was conducted [25]. We uploaded the raw data to the Gene Expression Omnibus (GEO) database (Submission No.: GSE230302).

### Quantitative real-time Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted from colon tissue using RNAiso Plus reagent (Takara, Beijing, China). The total RNA was quantified using NanoDrop 2000 (Thermo Fisher, USA). Reverse transcription into complementary DNA (cDNA) was performed according to the manufacturer’s instructions using the PrimeScript RT reagent kit (Takara). The cDNA was then amplified on a quantitative PCR instrument according to the TB Green^®^ Premix Ex Taq (Takara). The process of the PCR reaction was initiated at 95 ◦C for 30 s, followed by 40 cycles (95 ◦C for 5 s and 60 ◦C for 30 s). Relative mRNA levels were calculated using the comparative method (2^ΔΔCt^), with GAPDH serving as an internal reference gene. The primer sequences (General Biol, China) used were listed in Table 2.

**Table 2:** Primer sequences used in qRT-PCR

Genes	Primer	Sequence (5’-3’)
Jun	Forward	TTCCTCCAGTCCGAGAGCG
	Reverse	TGAGAAGGTCCGAGTTCTTGG
Wif1	Forward	CTGGAGCATCCTACCTTGCC
	Reverse	GATGGGCGTCGATCCACAG
Axin2	Forward	ATGAGTAGCGCCGTGTTAGTG
	Reverse	GGGCATAGGTTTGGTGGACT
Ctnnb1	Forward	ATGGAGCCGGACAGAAAAGC
	Reverse	TGGGAGGTGTCAACATCTTCTT
Dkk2	Forward	TCAGTCAGCCAACCGATCTG
	Reverse	TCTCTGTGGCATCGTTTCTTTT
Notum	Forward	GGACAGCTTTATGGCGCAAG
	Reverse	TCACCGACGTGTTCAGCAG
Nkd1	Forward	CAGCTTGCTGCATACCATCTAT
	Reverse	GTTGAAAAGGACGCTCCTCTTA
Fzd10	Forward	CATGCCCAACCTGATGGGTC
	Reverse	GCCACCTGAATTTGAACTGCTC
Wnt16	Forward	CAGGGCAACTGGATGTGGTT
	Reverse	CTCGTGTCGGAACTGGCTTC
GAPDH	Forward	GAAGGGTGGAGCCAAAAGG
	Reverse	CTTCTGGGTGGCAGTGATGG

### Statistics analysis

Data analysis was performed with the SPSS 26.0 software. For assessing differences among multiple groups, we either applied one-way ANOVA or the Kruskal-Wallis H test. Quantitative data was presented as the mean, accompanied by the standard deviation (SD). A two-sided P-value of less than 0.05 was considered statistically significant. All experiments were replicated a minimum of three times to ensure reliability.

## Results

### Effects of PZH on body weight and DAI in CAC mouse model

This study first investigated the effects of PZH on body weight and DAI of AOM/DSS-induced CAC mouse models. The results presented in Fig. 2A, the weight of the mice in Control group and PZH group showed a slow upward trend, and there was no notable difference between two groups. However, the body weight of mice in AOM/DSS group and PZH + AOM/DSS group fluctuated periodically with the cycle of 2% DSS administration, which was consistent with the signs of 2% DSS administration. Compared with the AOM/DSS group, the weight loss of PZH + AOM/DSS group was alleviated, and the difference was statistically significant during the second and third cycles of administration. (*P < 0.05, Fig. 2A). As depicted in Fig. 2B, the DAI of mice was 0 of in the Control group and the PZH group. However, the DAI of AOM/DSS + PZH group exhibited a slightly lower than AOM/DSS group during the 2% DSS administration, especially the difference was statistically significant during the third cycle of administration (*P < 0.05).

**Fig. 2:**
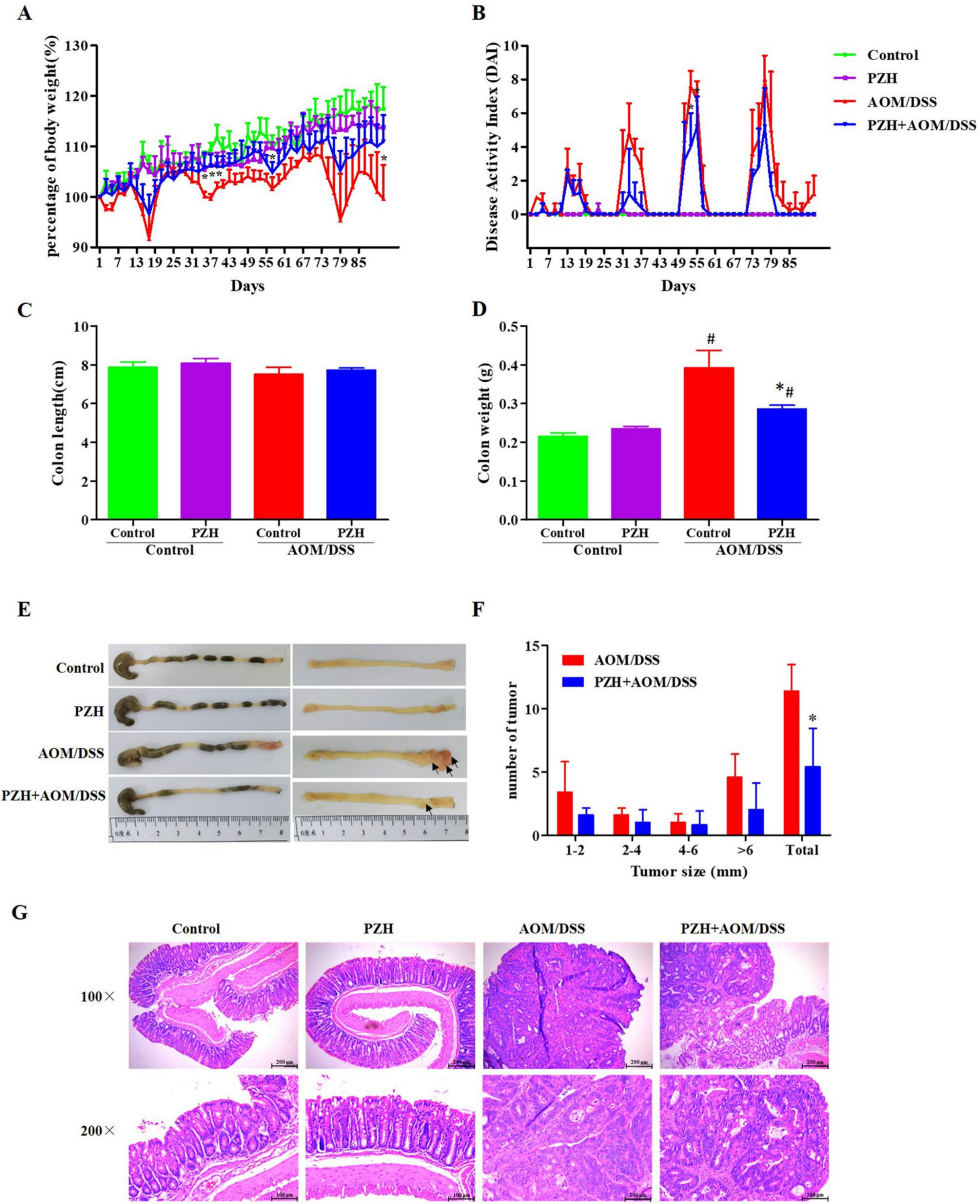
Effect of Pien Tze Huang (PZH) on AOM/DSS-induced CAC in mice. (**A**) Body weight changed curve of mice in each group. (**B**) DAI score changed curve of mice in each group. (**C**) Weight of colon. (**D**) Length of colon. (**E**) Representative histopathological images. (**F**) Number of colon tumors. (**G**) Representative photographs of HE staining. *P < 0.05, vs. the Control group, #*P* < 0.05, vs. the AOM/DSS group

### Effects of PZH on colon weight and length in CAC mouse model

The colon length and weight of mice were measured at the end of the experiment shown in Fig. 2C-D. No significant differences were observed in the colon lengths among the four groups (Fig. 2C). The weights of the colons in the Control and PZH groups were 0.215 ± 0.020 g and 0.234 ± 0.02 g, respectively, and the difference was not statistically significant. However, the weight of the colon in the PZH + AOM/DSS group (0.286 ± 0.02 g) was significantly lower than that in the AOM/DSS group (0.392 ± 0.10 g) (*P < 0.05, Fig. 2D).

### Effects of PZH on the number of intestinal tumors in CAC model mice

Further observations on the formation of intestinal tumors in CAC model mice revealed that both the Control and PZH groups exhibited clear fecal pellets in the large intestine, with a smooth intestinal lining devoid of any noticeable thickening or tumor formation (Fig. 2E-F). In contrast, mice in AOM/DSS and PZH + AOM/DSS groups displayed evident tumor formation within the intestine, predominantly localized at the distal end of the colon, with the highest incidence near the anal segment (indicated by black arrows) (Fig. 2E). The average number of tumors formed in the AOM/DSS group was 11.4 per mouse. However, the PZH + AOM/DSS group exhibited a significantly lower average number of tumors (5.4 per mouse) compared to the AOM/DSS group (*P < 0.05, Fig. 2F). These results suggest that PZH treatment can inhibit the formation and growth of tumors in the colon of CAC model mice induced by AOM/DSS.

### Effects of PZH on pathological damage of colon tissue in CAC model mice

Figure 2G showed the pathological changes in the colon tissues of mice from each group, as detected by HE staining. The colon tissues of the Control and PZH groups both exhibited intact structures, with epithelial cells neatly arranged in a columnar shape, nuclei located in the middle to lower part of the cells, and multiple scattered goblet cells visible. No cancer cells or inflammatory cells were observed. In the AOM/DSS and PZH + AOM/DSS groups, different degrees of inflammatory cell infiltration were observed in the non-tumor parts of the colon tissues, with disordered and deformed epithelial cells, disappearance of crypts, reduction of goblet cells, and visible adenoma formation. However, compared to the AOM/DSS group, the PZH + AOM/DSS group showed a reduction in the tumor area and a significant alleviation of pathological damage in the colon tissue. These results suggest that PZH intervention can alleviate the pathological damage of colon tissue in CAC model mice.

### Effects of PZH on serum inflammatory cytokine levels in CAC model mice

To investigate the effects of PZH on pro-inflammatory cytokines in CAC model mice, this study utilized ELISA to determine the concentrations of IL-6, TNF-α, and IL-1β in the serum of mice. The results are presented in Fig. 3. No notable differences were observed in these inflammatory cytokines’ concentration between the Control and PZH groups. Serum concentration of IL-6 (Fig. 3A), TNF-α (Fig. 3B), and IL-1β (Fig. 3C) in the AOM/DSS group were notably elevated compared to the Control and PZH groups (#*P* < 0.05). On the other hand, the concentrations of IL-6, TNF-α and IL-1β in the serum of the PZH + AOM/DSS group were significantly reduced compared to the AOM/DSS group (*P < 0.05). These results suggest that PZH can inhibit the secretion of inflammatory cytokines in the serum of CAC model mice, thereby suppressing the inflammatory response.

**Fig. 3:**
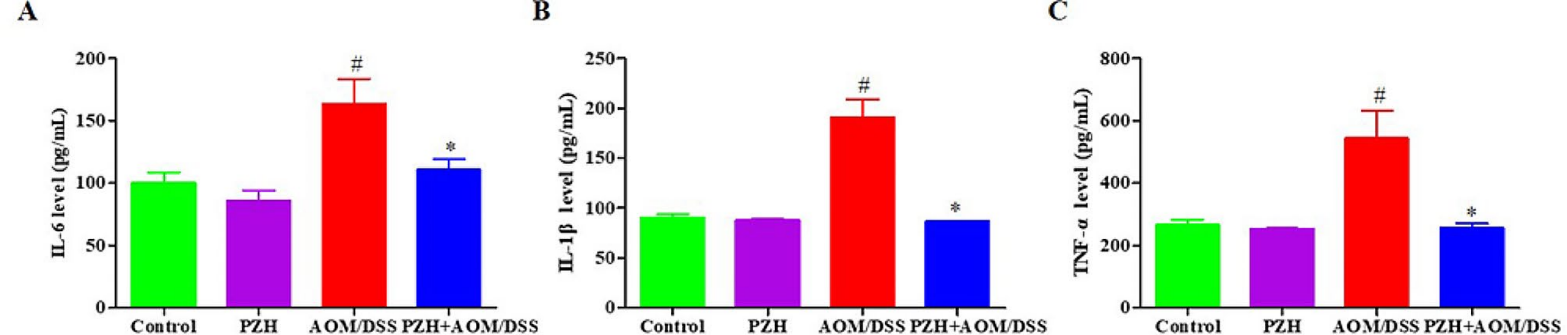
Effect of Pien Tze Huang (PZH) on the levels of inflammatory mediators on AOM/DSS-induced colon cancer in mice. (**A**) IL-6; (**B**) IL-1β; (**C**) TNF-α. *P < 0.05, vs. the Control group, #*P* < 0.05, vs. the AOM/DSS group

### Effects of PZH on cell proliferation and apoptosis in colon tissue of CAC model mice

To explore the effects of PZH on cell proliferation and apoptosis in the colon tissue of CAC model mice, immunohistochemistry was firstly employed to detect the expression of PCNA protein in the colon tissue. The results are shown in Fig. 4A. Both the Control and PZH groups exhibited low levels of PCNA expression in the colon tissue, with no significant differences. The expression of PCNA in the tumor tissue of the colon in the AOM/DSS group was significantly higher than that in the Control and PZH groups (#*P* < 0.05). Conversely, the expression of PCNA in the colon tissue of the PZH + AOM/DSS group was significantly lower than that in the AOM/DSS group (*P < 0.05). Further analysis using the TUNEL assay revealed the number of apoptotic cells in the colon tissue of each group, as shown in Fig. 4B. Both the Control and PZH groups had fewer apoptotic cells in the colon tissue, with no significant differences. The number of apoptotic cells in the colon tissue of the AOM/DSS and PZH + AOM/DSS groups was significantly increased (#*P* < 0.05), but the PZH + AOM/DSS group had significantly fewer apoptotic cells than the AOM/DSS group (*P < 0.05). These results indicate that PZH intervention can inhibit excessive cell proliferation and promote apoptosis in tumor tissues, thereby suppressing tumor cell growth.

**Fig. 4:**
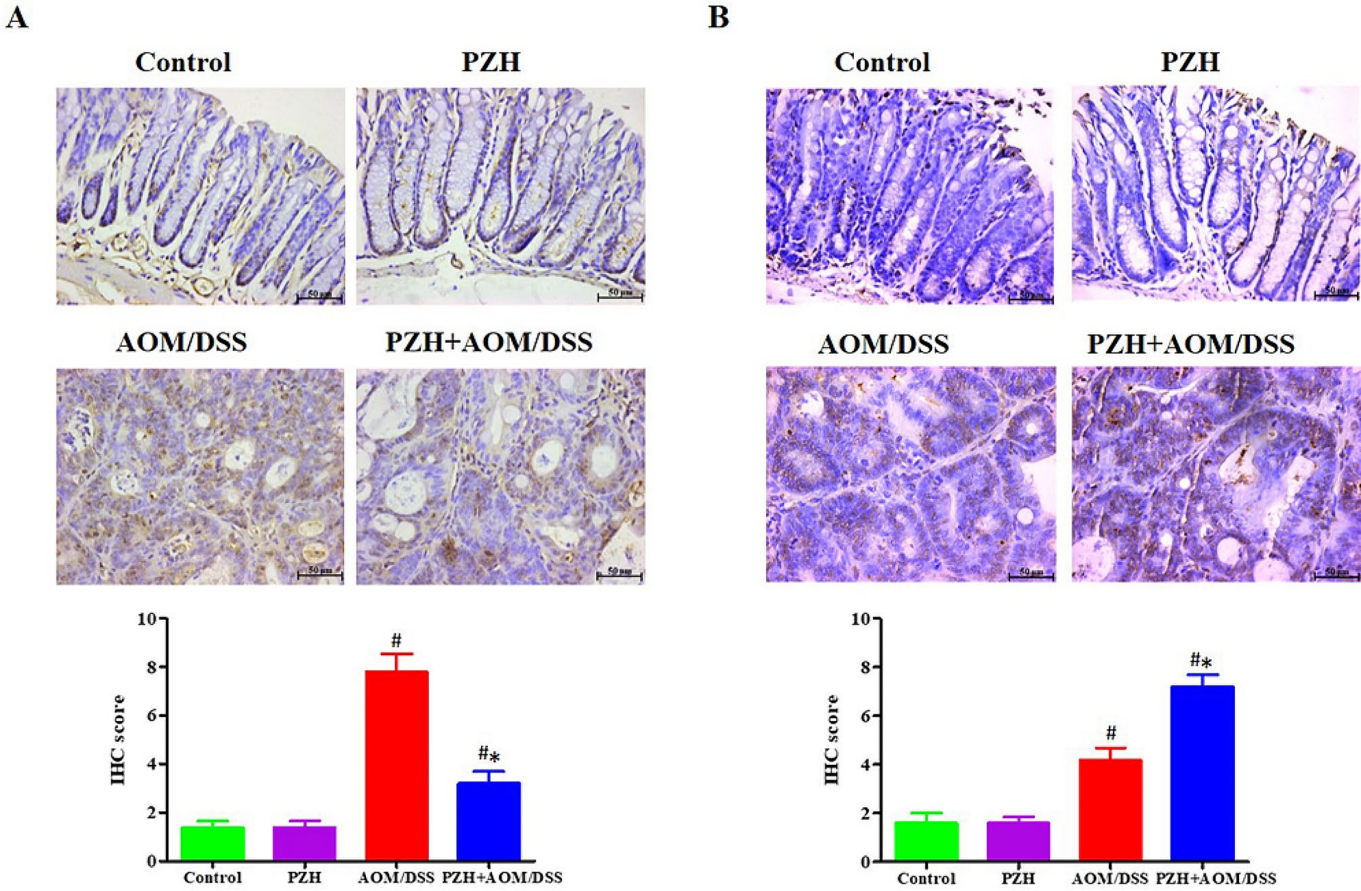
Effect of Pien Tze Huang (PZH) on the expression of PNCA and apoptosis on CAC mice. IHC was performed to detect (**A**) PCNA expression in colon tissues, and (**B**) TUNEL staining was used to determine the apoptotic cells in tissues of each group. The representative images of IHC analysis or TUNEL staining were taken at a magnification of 400× (left panel) and IHC scores were calculated (right panel). *P < 0.05, vs. the Control group, #*P* < 0.05, vs. the AOM/DSS group

### Effects of PZH on gene expression in colon tissue of CAC model mice

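Colon tissue from 20 mice, 5 in each of the Control, PZH, AOM/DSS and PZH + AOM/DSS groups, gave 1 RNA library per mouse. Mice of both AOM/DSS groups had received 12.5 mg/kg AOM and 2% DSS in cycles, and mice of both PZH groups 250 mg/kg/d PZH. Neither the labels nor the paper's text name sequencing batches. The authors filtered the reads with NGSQC, aligned them to the mouse genome (mm10) with HISAT2 and quantified transcripts with StringTie. The values deposited by the authors were FPKM, without counts, for the same 118434 transcripts in each mouse. Of these transcripts, 96182 carried Ensembl identifiers and 22252 had been assembled from the reads and carried no gene name. In 10103 genes with 1 annotated transcript, FPKM multiplied by transcript length fell on steps of a single size in each mouse. Read as 1 fragment, these steps gave a depth of 16.1 to 19.4 M fragments in Control mice (median 17.05), 15.3 to 17.1 in PZH mice (median 16.3), 16.9 to 19.2 in AOM/DSS mice (median 17.0) and 15.5 to 17.5 in PZH + AOM/DSS mice (median 16.6). Between 49 and 53.7% of low values fell on whole steps, and most others on fixed parts of a step, so the absolute depth is less certain than the ratio of depths between mice. For each comparison, transcripts with at least 0.5 FPKM in at least 5 of the 10 mice were kept, and log2(FPKM + 1) values were compared with limma with an intensity trend. Differentially expressed transcripts (DETs) were those with a fold change above 2 and an unadjusted P under 0.05, which are the paper's criteria. A stricter count kept the fold change and required a Benjamini-Hochberg adjusted P under 0.05. Values per gene were the summed FPKM of the 96032 transcripts found in GENCODE M21 (GRCm38), which belong to 32991 genes. The assembled transcripts entered no gene.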

To explore the potential molecular mechanisms underlying the protective effects of PZH against CAC, this study further employed high-throughput RNA sequencing technology to analyze the differential gene expression in the colon tissues of each group of mice. A Fold Change > 2 and P-value < 0.05 were used as the screening criteria. The results comparing the number of differentially expressed genes between each group are shown in Fig. 5. 

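Between PZH and Control mice, 605 of 40290 transcripts tested were DETs, 296 higher and 309 lower in PZH mice. An unadjusted P under 0.05 was found for 2767 transcripts, and 10 DETs had an adjusted P under 0.05, 7 higher and 3 lower. Of the 605 DETs, 259 were assembled transcripts. Another 313 belonged to genes with several transcripts, and in 54 of these (17.3%) the summed FPKM of the gene was also changed more than 2-fold in the same direction at P under 0.05. The count moved most when all transcripts above 0 were tested with the fold change taken as the ratio of group means, a setting chosen after seeing the data that gave 4136 DETs. Summed per gene, 107 of 15506 genes met the DET criteria, and Ppp1cb alone had an adjusted P under 0.05. Ppp1cb (ENSMUSG00000014956.15) encodes a catalytic subunit of protein phosphatase 1 and lies on chromosome 5 of GRCm38 from 32458843 to 32517433. Its value was 31.2 ± 0.97 FPKM (SD, n = 5 mice) in the PZH group and 64.1 ± 4.32 FPKM (SD, n = 5) in the Control group. The log2 fold change was −1.01 (standard error 0.07, adjusted p = 6.21e-04). In the AOM/DSS group, which received no PZH, 3 of the 5 mice lay at or below the highest PZH mouse for this gene and the other 2 at or above the lowest Control mouse.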

Compared to the Control group, the PZH group had 2348 differentially expressed transcripts, of which 1148 were upregulated and 1200 were downregulated. 

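AOM/DSS and Control mice differed by 2551 DETs among 40464 transcripts tested, with 1760 higher and 791 lower in AOM/DSS mice. Of these DETs, 1522 had an adjusted P under 0.05, 1100 higher and 422 lower, and 8393 transcripts had an unadjusted P under 0.05. In 834 of the 1361 DETs that belonged to genes with several transcripts (61.3%), the summed gene met the same criteria in the same direction. Summed per gene, 1219 of 15812 genes met the DET criteria, and 1124 of them at an adjusted P under 0.05. The groups did not overlap, at an adjusted P under 0.05 and with enough estimated fragments, in 2275 genes, of which 1609 were higher in AOM/DSS mice. Chance would separate 5 mice from 5 in 0.794% of genes. On the log2(FPKM + 1) scale, the largest rises were those of Defa24, Mmp7, Defa20, Defa17 and Defa32. Defa24 (chromosome 8, 21734494 to 21735471) was listed at 0 in all Control mice and at 671.3 ± 391.5 FPKM (SD, n = 5) in AOM/DSS mice. Mmp7 (chromosome 9, 7692090 to 7699585), a matrix metalloproteinase, and Defa17 were also listed at 0 in all Control mice and reached means of 372 and 292 FPKM with AOM/DSS. The Defa genes are neighbouring paralogs of similar sequence, so reads could be shared among them. The largest falls on this scale were those of Cyp2c55 (log2 fold change −4.25), 2310079G19Rik (−4.02), Sycn (−3.12), Slc37a2 (−3.05) and Fabp6 (−2.98). Cyp2c55, a cytochrome P450 on chromosome 19 from 39007019 to 39042693, had 316.5 ± 65.2 FPKM (SD, n = 5) in Control mice and 34.5 ± 33.9 FPKM (SD, n = 5) in AOM/DSS mice (standard error of the log2 fold change 0.94, adjusted p = 0.00878).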

Compared to the Control group, the AOM/DSS group had 6420 differentially expressed transcripts, of which 3609 were upregulated and 3211 were downregulated. 

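PZH + AOM/DSS and AOM/DSS mice differed by 1058 DETs among 41170 transcripts tested, 333 higher and 725 lower in PZH + AOM/DSS mice. With adjustment, 9 of these DETs had a P under 0.05, 3 higher and 6 lower. Without adjustment, 3587 transcripts did. The gene of the transcript was changed in the same way in 218 of the 581 DETs from genes with several transcripts (37.5%). Summed per gene, 382 of 15888 genes met the DET criteria, 62 higher and 320 lower. One mouse weighed heavily on these counts. Without PZH + AOM/DSS mouse 35, there were 1782 DETs, 903 of them among the 1058 found with all mice, and 233 had an adjusted P under 0.05, 25 higher and 208 lower. Leaving out any other mouse gave between 988 and 1318 DETs and between 7 and 26 with an adjusted P under 0.05. With a mouse left out the 0.5 FPKM filter was looser, so more transcripts were tested (43758 without mouse 35). Eef1a1 (ENSMUSG00000037742.14), a translation elongation factor on chromosome 9 from 78478449 to 78489151, was the only gene with an adjusted P under 0.05. Its value was 2967 ± 165 FPKM (SD, n = 5) in PZH + AOM/DSS mice and 1152 ± 165 FPKM (SD, n = 5) in AOM/DSS mice, a log2 fold change of 1.37 (standard error 0.12, adjusted p = 0.00481). Across the 20 mice, Eef1a1 was at 2460 FPKM or more in the 8 mice in which 1 assembled transcript was listed at 0. That transcript was picked after seeing the values and had the most negative correlation with Eef1a1 of the 22252 assembled ones. Eef1a1 was at 1592 FPKM or less in the other 12, in which that transcript had at least 1465 FPKM. The assembled transcript fell from a mean of 2035 FPKM in AOM/DSS mice to 0 in PZH + AOM/DSS mice (limma, adjusted p = 8.81e-13). A rise of Eef1a1 expression with PZH is therefore not shown, since the same reads may have been assigned to either.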

Compared to the AOM/DSS group, the PZH + AOM/DSS group had 3498 differentially expressed transcripts, of which 1431 were upregulated and 2067 were downregulated. 

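The DETs of AOM/DSS against Control mice and those of PZH + AOM/DSS against AOM/DSS mice had 509 transcripts in common. These were 48.1% of the DETs of the second comparison and 16.4% of the 3100 DETs found in either. In 508 of the 509 (99.8%) the directions were opposite, with 435 higher with AOM/DSS and lower with PZH and 73 the other way. Both comparisons use the same AOM/DSS mice, so a chance deviation of that group enters both with opposite signs. In 100 simulations in which PZH changed nothing, the overlap had a median of 221.5 transcripts and reached 509 or more in 1. Their spread was taken from AOM/DSS and PZH + AOM/DSS mice together. An uneven response to PZH would widen that spread, so these simulations may overstate what chance gives. The share with opposite directions had a median of 92.4% in these simulations. Pearson's r between the log2 fold changes of the comparisons was −0.59 across transcripts, which are not independent replicates, and the simulations gave −0.56 to 0.04.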

Based on the hypothesis that the differentially expressed genes in the colon tissue of CAC model mice induced by AOM/DSS and intervened by PZH could be key genes in the inhibition of CAC development by PZH, the differentially expressed transcripts between the AOM/DSS and Control groups and between the PZH + AOM/DSS and AOM/DSS groups were intersected, resulting in 1133 (24.3%) differentially expressed transcripts. This suggests that these differentially expressed genes may be potential functional genes involved in the inhibitory effects of PZH on the development of CAC.

**Fig. 5:**
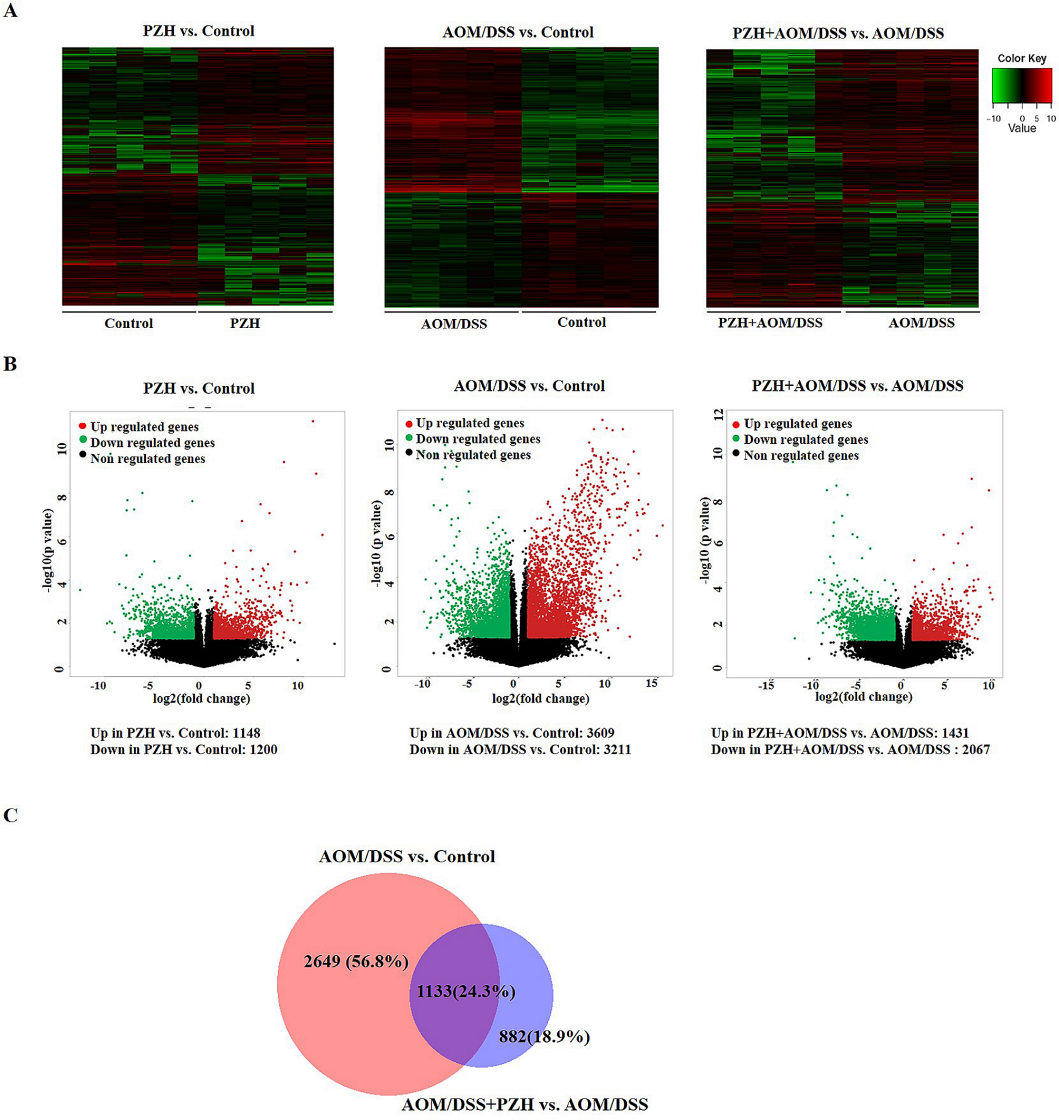
Genome-wide gene expression profiling in the colon tissue of mice. (**A**) Hierarchical clustering plots and (**B**) Volcano plots were used to compare gene expression profiles (|fold change| ≥2, *P* < 0.05). (**C**) The overlapping area represents genes in the AOM/DSS group and in the AOM/DSS + PZH group (*n* = 1133)

### Effects of PZH on differentially expressed gene-related pathways in colon tissue of CAC model mice

Further enrichment analysis was conducted on the differentially expressed genes in each group to identify potential pathways that may be regulated by PZH in inhibiting the development of CAC. A P-value < 0.001 was used as the screening criterion. The enrichment results are shown in Fig. 6. A total of 108 pathways were effectively enriched in the differentially expressed genes between the AOM/DSS and Control groups, mainly focusing on the immune system, metabolism, PI3K-AKT signaling pathway, and extracellular matrix, among other signaling pathways (Fig. 6A). 

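Over-representation was tested in 6 gene lists written before the data were examined, which stand for themes the paper names, because the pathway databases of Table 3 were not used here. A one-sided Fisher's exact test compared the genes that met the DET criteria after summing per gene with all 15812 genes tested, with Benjamini-Hochberg adjustment over the 6 lists. Of 73 genes for chemokines, interleukins and their receptors, 33 met the criteria, all higher in AOM/DSS mice, where 5.63 would be expected (Fisher's exact test, adjusted p = 2.28e-17). Of 93 extracellular matrix and receptor genes, 26 did, 24 of them higher (adjusted p = 9.07e-09). The list of the Wnt pathway held 22 among 117 genes (adjusted p = 1.15e-04), and 11 of these are genes that the paper names. All 22 were higher. The list holds all 13 Wnt genes that the paper chose on these mice, so its p partly restates that choice. Of 19 genes in the list of negative-feedback genes of the Wnt pathway, 16 met the criteria, 5 of them named by the paper (Fisher's exact test, adjusted p = 3.31e-15). That list also holds Lgr5 and Sox4, which are not inhibitors of the pathway, so its name covers only part of it. Genes of lipid and oxidative metabolism had 11 of 56, all lower (adjusted p = 0.00388). None of the 84 mRNA splicing genes met the criteria (adjusted p = 1). With the rotation test fry, all 6 lists had an adjusted P under 0.05. With camera and a correlation between genes estimated from the data, the chemokine, metabolism and negative-feedback lists did (adjusted p = 0.0209, 0.0209 and 0.0350) and the other 3 did not.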

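In PZH + AOM/DSS against AOM/DSS mice, 13 of 119 genes in the Wnt pathway list met the DET criteria after summing per gene, where 2.86 would be expected among 382 such genes in 15888 (one-sided Fisher's exact test, adjusted p = 1.14e-05). All 13 were lower with PZH, and 9 of them are among the genes that the paper names. The paper chose its genes on these same mice, and the list holds all of them. The p of this list therefore partly restates that choice and is no independent evidence for the pathway. The negative-feedback list held 11 of 19, 5 of them named by the paper (adjusted p = 5.14e-13). The extracellular matrix list held 9 of 92 (adjusted p = 5.49e-04) and the chemokine list 11 of 76 (adjusted p = 5.69e-06). All of these were lower. The splicing list held 1 of 84 genes and the metabolism list 0 of 56. Fisher's test treats genes as independent. With fry, none of the 6 lists had an adjusted P under 0.05 in this comparison, although 3 had an unadjusted P under 0.05. Their adjusted values were 0.0630 for the Wnt pathway, negative-feedback and extracellular matrix lists and 0.113 for the chemokine list. With camera and an estimated correlation, the smallest adjusted value was 0.302. When only genes with an adjusted P under 0.05 were counted, a single gene was left, so the Wnt pathway list had an adjusted p of 1 (Fisher's exact test).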

A total of 34 pathways were effectively enriched in the differentially expressed genes between the PZH + AOM/DSS and AOM/DSS groups, mainly focusing on the extracellular matrix, Wnt signaling pathway, and cancer pathways, among others (Fig. 6B; Table 3). The intersection of the enriched pathways from both comparisons yielded 26 common pathways, accounting for 22.4%, including the Wnt signaling pathway, PI3K-AKT signaling pathway, pathways in cancer, and metabolic pathways (Fig. 6C).

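By Fisher's test, the same 4 lists were over-represented in both comparisons, though the Wnt pathway and negative-feedback lists share genes such as Axin2. Every list gene that met the DET criteria in the second comparison within these lists also met them in the first, in the opposite direction, 36 genes in all. Both comparisons use the same AOM/DSS mice, which favours opposite directions. In 100 simulations in which PZH changed nothing, added after the values were seen, at most 24 list genes met the criteria in the second comparison. At most 10 of them also met the criteria in the first in the opposite direction. The share that did was 100% in 6 of the 81 simulations with a value for it, so the share alone decides little. Beyond genes that the paper names, the 36 genes included Lgr5, Mmp7, Rnf43 and Vangl2 in the Wnt pathway list. In the extracellular matrix list they were Cd47, Col18a1, Mmp7, Mmp9, Mmp10, Mmp12, Mmp13, Spp1 and Thbs2. In the chemokine list they included Cxcl1, Cxcl2, Cxcl5, Il1b and Osm.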

**Fig. 6:**
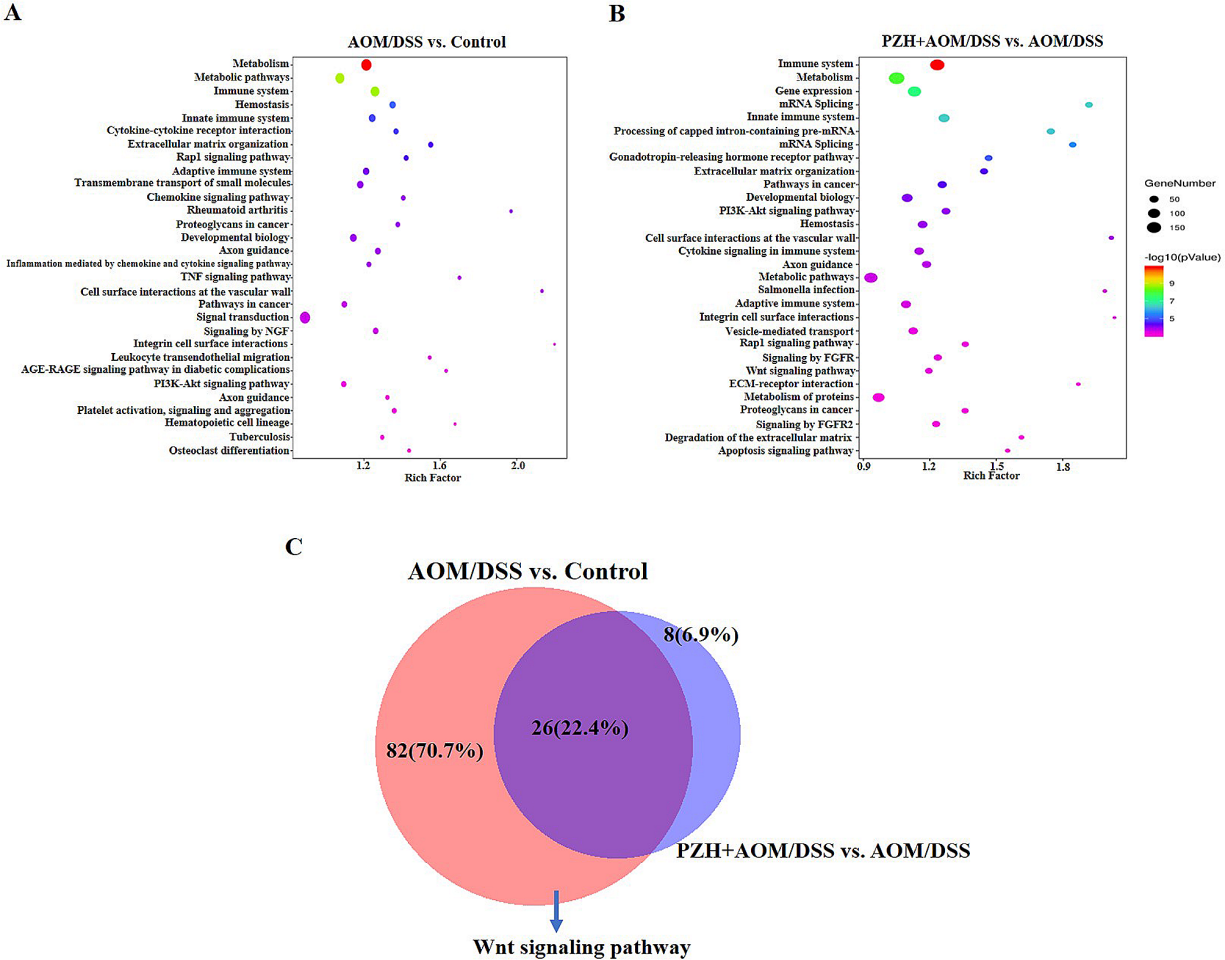
KEGG signaling pathways in the colon tissue of mice. (**A**-**B**) KEGG pathway enrichment analysis of differentially expressed transcripts in the two comparisons of AOM/DSS group vs. control group and AOM/DSS + PZH group vs. AOM/DSS group. (**C**) The overlapping KEGG pathways in the two comparisons of AOM/DSS group vs. Control group and of AOM/DSS + PZH group vs. AOM/DSS group

**Table 3:** Overlapping enriched pathways between AOM/DSS group vs. Control group and AOM/DSS + PZH group vs. AOM/DSS group

No.	#Term	Database	ID
1	Immune System	Reactome	R-MMU-168,256
2	Metabolism	Reactome	R-MMU-1,430,728
3	Innate Immune System	Reactome	R-MMU-168,249
4	Extracellular matrix organization	Reactome	R-MMU-1,474,244
5	Pathways in cancer	KEGG PATHWAY	mmu05200
6	Developmental Biology	Reactome	R-MMU-1,266,738
7	PI3K-Akt signaling pathway	KEGG PATHWAY	mmu04151
8	Hemostasis	Reactome	R-MMU-109,582
9	Cell surface interactions at the vascular wall	Reactome	R-MMU-202,733
10	Cytokine Signaling in Immune system	Reactome	R-MMU-1,280,215
11	Axon guidance	Reactome	R-MMU-422,475
12	Metabolic pathways	KEGG PATHWAY	mmu01100
13	Salmonella infection	KEGG PATHWAY	mmu05132
14	Adaptive Immune System	Reactome	R-MMU-1,280,218
15	Integrin cell surface interactions	Reactome	R-MMU-216,083
16	Rap1 signaling pathway	KEGG PATHWAY	mmu04015
17	Signaling by FGFR	Reactome	R-MMU-190,236
18	Wnt signaling pathway	PANTHER	P00057
19	ECM-receptor interaction	KEGG PATHWAY	mmu04512
20	Proteoglycans in cancer	KEGG PATHWAY	mmu05205
21	Signaling by FGFR2	Reactome	R-MMU-5,654,738
22	Degradation of the extracellular matrix	Reactome	R-MMU-1,474,228
23	Metabolism of lipids and lipoproteins	Reactome	R-MMU-556,833
24	Signaling by PDGF	Reactome	R-MMU-186,797
25	Fc gamma R-mediated phagocytosis	KEGG PATHWAY	mmu04666
26	phospholipases	BioCyc	LIPASYN-PWY

### Effects of PZH on differentially expressed genes of Wnt signaling pathway in colon tissue of CAC model mice

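Summed per gene, the 13 genes Jun, Wif1, Axin2, Ctnnb1, Wnt6, Wnt10a, Dkk2, Notum, Nkd1, Sox17, Fzd10, Wnt3 and Wnt16 were all higher in AOM/DSS than in Control mice, with unadjusted P under 0.05. All 13 had an adjusted P under 0.05 over all genes tested, and also when adjusted over the list alone. The study chose this list on these mice, so the list-alone value is not independent evidence. In 12 of the 13 genes, all but Sox17, every AOM/DSS mouse lay above every Control mouse. Against PZH mice, the 13 genes were also higher at an adjusted P under 0.05, with no overlap between the groups in any gene. On the log2(FPKM + 1) scale, the rise was largest for Wif1, a secreted Wnt inhibitor on chromosome 10 from 121033960 to 121100650, with 0.67 ± 0.18 FPKM in Control mice and 104 ± 35.3 FPKM in AOM/DSS mice (SD, n = 5 per group, log2 fold change 5.92, adjusted p = 8.74e-08). The pseudocount of 1 shrinks the rise of genes near 0 in Control mice, such as Notum, so this order holds for this scale only. The rise was smallest for Ctnnb1, which encodes β-catenin on chromosome 9 from 120929216 to 120960507. Ctnnb1 had 221 ± 12.6 FPKM in Control mice, 232 ± 22.8 FPKM in PZH mice and 319 ± 47.4 FPKM in AOM/DSS mice (SD, n = 5 per group, log2 fold change from Control 0.52, adjusted p = 0.00819). Axin2, a target and inhibitor of the pathway on chromosome 11 from 108920349 to 108950783, rose from 8.08 ± 2.77 to 38.3 ± 12.1 FPKM (SD, n = 5 per group, adjusted p = 2.93e-04). Notum was listed at 0 in 4 of 5 Control mice and all PZH mice and had 20.0 ± 7.05 FPKM (SD, n = 5) with AOM/DSS. Wnt3, Wnt16 and Fzd10 stayed low in AOM/DSS mice, with means of 1.07, 1.73 and 2.56 FPKM. The remaining genes rose by between 1.23 (Jun) and 4.00 (Nkd1) on the log2 scale. Taken per transcript, 23 of the 25 transcripts of these genes that could be tested were higher at P under 0.05. Requiring at least 10 estimated fragments in every mouse left 8 of the 13 genes up against Control and 5 against PZH, because the other genes were no longer tested.

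**Figure D1:**
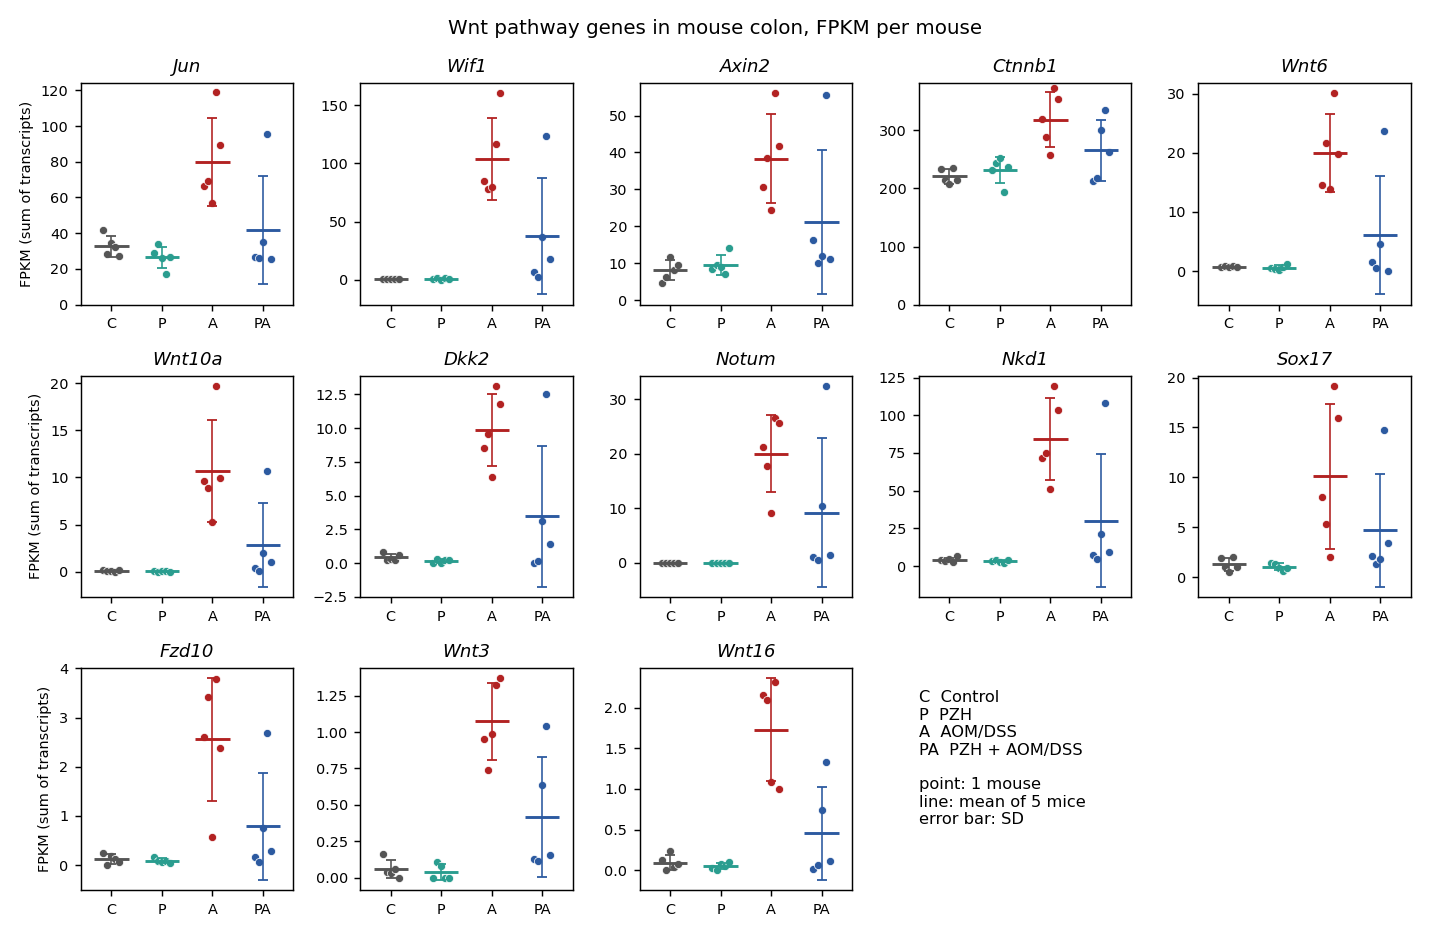
FPKM per mouse of the 13 genes in the Control (C), PZH (P), AOM/DSS (A) and PZH + AOM/DSS (PA) groups, with 1 point per mouse, the mean of 5 mice as a line and the SD as an error bar. Mean Wif1 was 0.67 FPKM in Control and 104 FPKM in AOM/DSS mice. PZH + AOM/DSS mouse 35 lies within or above the AOM/DSS range in all 13 genes. All other mice of its group lie below that range in 9 of them.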

Compared with the Control and PZH groups, the expressions of Jun, Wif1, Axin2, Ctnnb1, Wnt6, Wnt10a, Dkk2, Notum, Nkd1, Sox17, Fzd10, Wnt3 and Wnt16 were significantly up-regulated in AOM/DSS group (#*P* < 0.05). Compared with the AOM/DSS group, the expressions of Jun, Wif1, Axin2, Ctnnb1, Wnt6, Wnt10a, Dkk2, Notum, Nkd1, Sox17, Fzd10, Wnt3, Wnt16 were observably down-regulated in PZH treatment group(*P < 0.05) (Fig. 7A-B). 

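In PZH + AOM/DSS mice, 11 of these 13 genes were lower than in AOM/DSS mice at an unadjusted P under 0.05. Ctnnb1 and Sox17 were lower at an unadjusted P of 0.11 each. None of the 13 had an adjusted P under 0.05 over all genes tested, with values between 0.356 and 0.520, and 11 did when adjusted over the list alone. In none of the genes were the 5 PZH + AOM/DSS mice separate from the 5 AOM/DSS mice. The log2 fold changes ranged from −0.27 (Ctnnb1) to −2.52 (Wnt6). Wnt6 had 6.09 ± 10.0 FPKM in PZH + AOM/DSS and 20.0 ± 6.56 FPKM in AOM/DSS mice (SD, n = 5 per group). Nkd1 had 30.2 ± 44.2 and 84.2 ± 27.3 FPKM (SD, n = 5 per group) and Ctnnb1 266 ± 52.6 FPKM (SD, n = 5) with PZH. PZH + AOM/DSS mouse 35 lay within or above the range of the AOM/DSS mice in all 13 genes, and the other 4 mice of its group lay below the lowest AOM/DSS mouse in 9. Without mouse 35, all 13 genes were lower at P under 0.05, 11 of them at an adjusted P under 0.05 over all genes. Without mouse 2 of the same group, 10 were lower at P under 0.05 and none after adjusting over the list alone. Per transcript, 15 of 27 transcripts tested were lower at an unadjusted P under 0.05, at least 1 in each gene. For Ctnnb1 this was ENSMUST00000139138, with a mean of only 10.8 FPKM in AOM/DSS mice. Its main transcript ENSMUST00000007130, with 271 FPKM, was not called (limma, unadjusted p = 0.232). A Wnt score, the mean of log2(FPKM + 1) over the 13 genes, gave 1 value per mouse. It was 1.70 ± 0.06 in Control, 1.61 ± 0.11 in PZH, 4.28 ± 0.43 in AOM/DSS and 2.79 ± 1.12 in PZH + AOM/DSS mice (SD, n = 5 per group). The fall from AOM/DSS to PZH + AOM/DSS was −1.499 (exact two-sided permutation test, p = 0.0397) and the rise from Control to AOM/DSS 2.59 (exact two-sided permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). The score changed by −0.08 from Control to PZH (exact two-sided permutation test, p = 0.230). In PZH + AOM/DSS mice it stayed 1.09 above Control (exact two-sided permutation test, p = 0.00794). The difference of the PZH effect between mice with and without AOM/DSS was −1.42 (exact two-sided permutation test within both arms, p = 0.0511). Gene by gene over all 20 mice with limma, this difference was negative in all 13 genes and had an unadjusted P under 0.05 in 10. Adjusted over the list alone, the same 10 had values of 0.0283 to 0.0348, and over all genes the 13 had values of 0.358 to 0.667. Since the score uses the paper's genes, it is no independent test of the pathway. The tumour epithelium list was also lower with PZH in AOM/DSS mice (−1.32, exact two-sided permutation test, p = 0.0397). Of its 22 genes, 8 are among the 13 Wnt genes, and the paper counted fewer tumours with PZH. A smaller share of tumour in the tissue was therefore not separated from lower expression within tumours. The paper names the enrichment of the Wnt/β-catenin pathway between PZH + AOM/DSS and AOM/DSS mice and its immunohistochemistry of c-Myc, Cyclin D1 and β-catenin. From this it proposes that PZH may inhibit CAC by regulating this pathway and thereby tumor cell proliferation. It also reports 9 of the genes, Ctnnb1 among them, as significantly lower with PZH by qRT-PCR. Its conclusion credits the effect to inhibited pathway activation without that hedge.

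**Figure D2:**
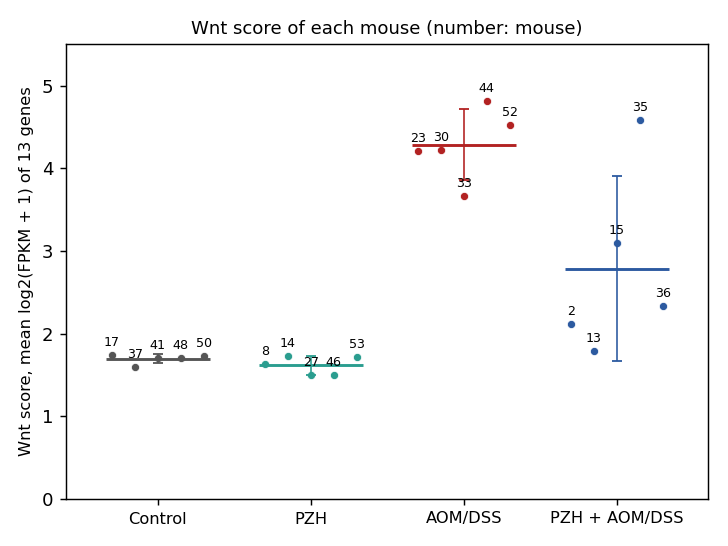
Wnt score (mean log2(FPKM + 1) of the 13 genes) of each mouse in the 4 groups, with mouse numbers, group means as lines and SD as error bars. PZH + AOM/DSS mouse 35 lies at 4.59 and the other mice of its group between 1.79 and 3.10.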

To verify the reliability of RNA sequencing results, 9 genes from Wnt signaling pathways were selected and validated by qRT-PCR. The qRT-PCR results showed that the mRNA expressions of Jun, Wif1, Axin2, Ctnnb1, Dkk2, Notum, Nkd1, Fzd10 and Wnt16 were significantly up-regulated in the AOM/DSS group compared with the Control and PZH groups, while PZH treatment significantly down-regulated these mRNA expressions (Fig. 7C). These results were consistent with the RNA sequencing results.

**Fig. 7:**
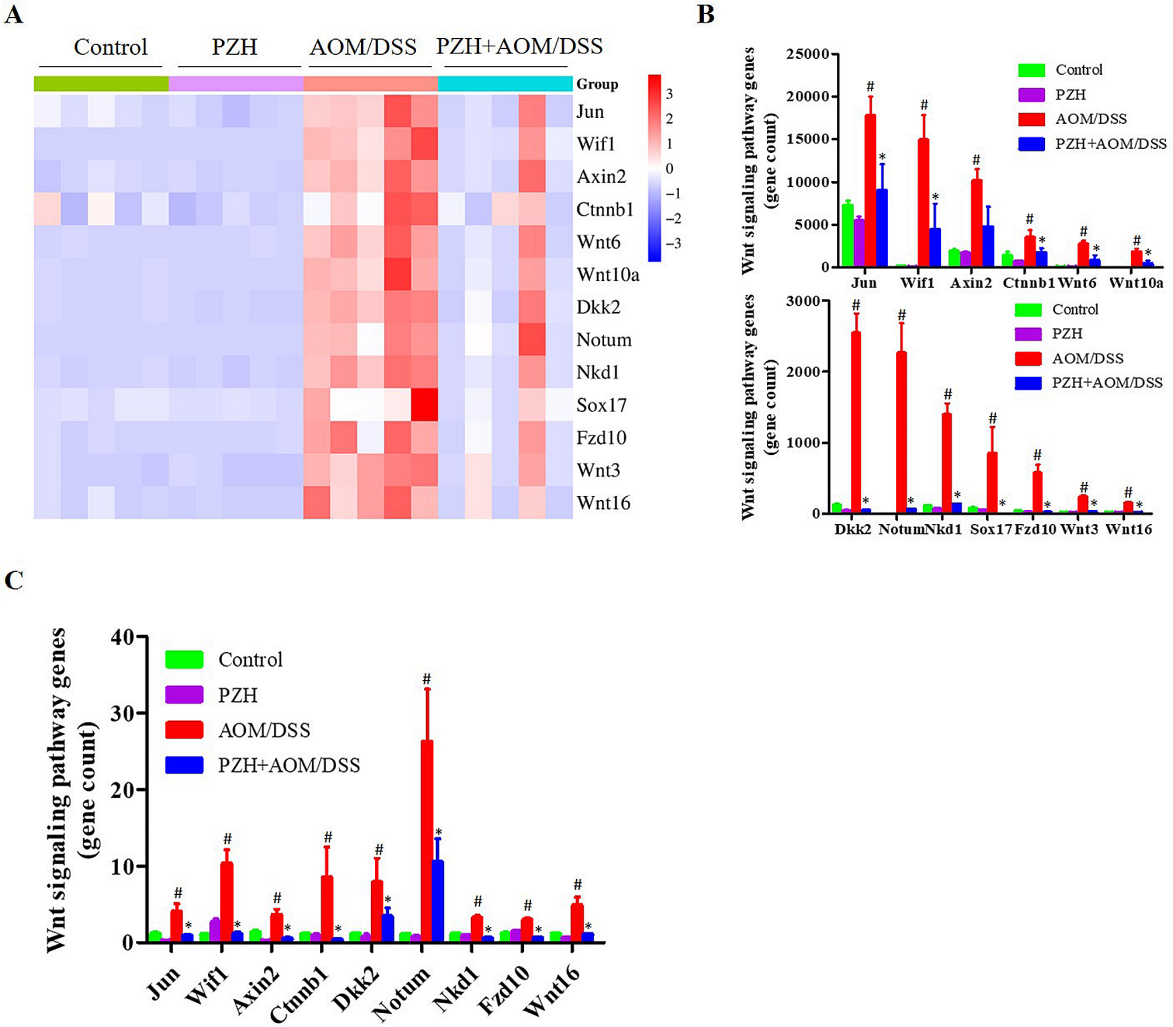
The differentially expressed genes in the Wnt pathways. (**A**) The hierarchical cluster analysis from RNA sequencing data. (**B**) The column chart analysis from RNA sequencing data. (**C**) The relative mRNA expressions as determined by qRT-PCR. *P < 0.05, vs. the Control group, #*P* < 0.05, vs. the AOM/DSS group

### Effects of PZH on the expression of Wnt/β-Catenin pathway-related proteins in colon tissue of CAC Model mice

A view of the key role of the Wnt/β-catenin signaling pathway in colon cancer progression and its potential for long-term activation to drive CAC development [26], this study further employed the IHC method to verify the expression of β-catenin and its downstream proteins Cyclin D1 and c-Myc in mouse colon tissue. The results are shown in Fig. 8. The expression of β-catenin in both the Control and PZH groups was relatively low, with no significant differences. The expression of β-catenin in the colon tissue of mice in the AOM/DSS group was significantly higher than that in the Control and PZH groups (#*P* < 0.05); whereas the expression of β-catenin in the PZH + AOM/DSS group was significantly lower than that in the AOM/DSS group (*P < 0.05) (Fig. 8A). As expected, the expression of downstream proteins Cyclin D1 and c-Myc showed the same trend as the expression of β-catenin (Fig. 8B-C). These results further confirm that PZH may inhibit the development of CAC by suppressing the activity of the Wnt/β-catenin signaling pathway.

**Fig. 8:**
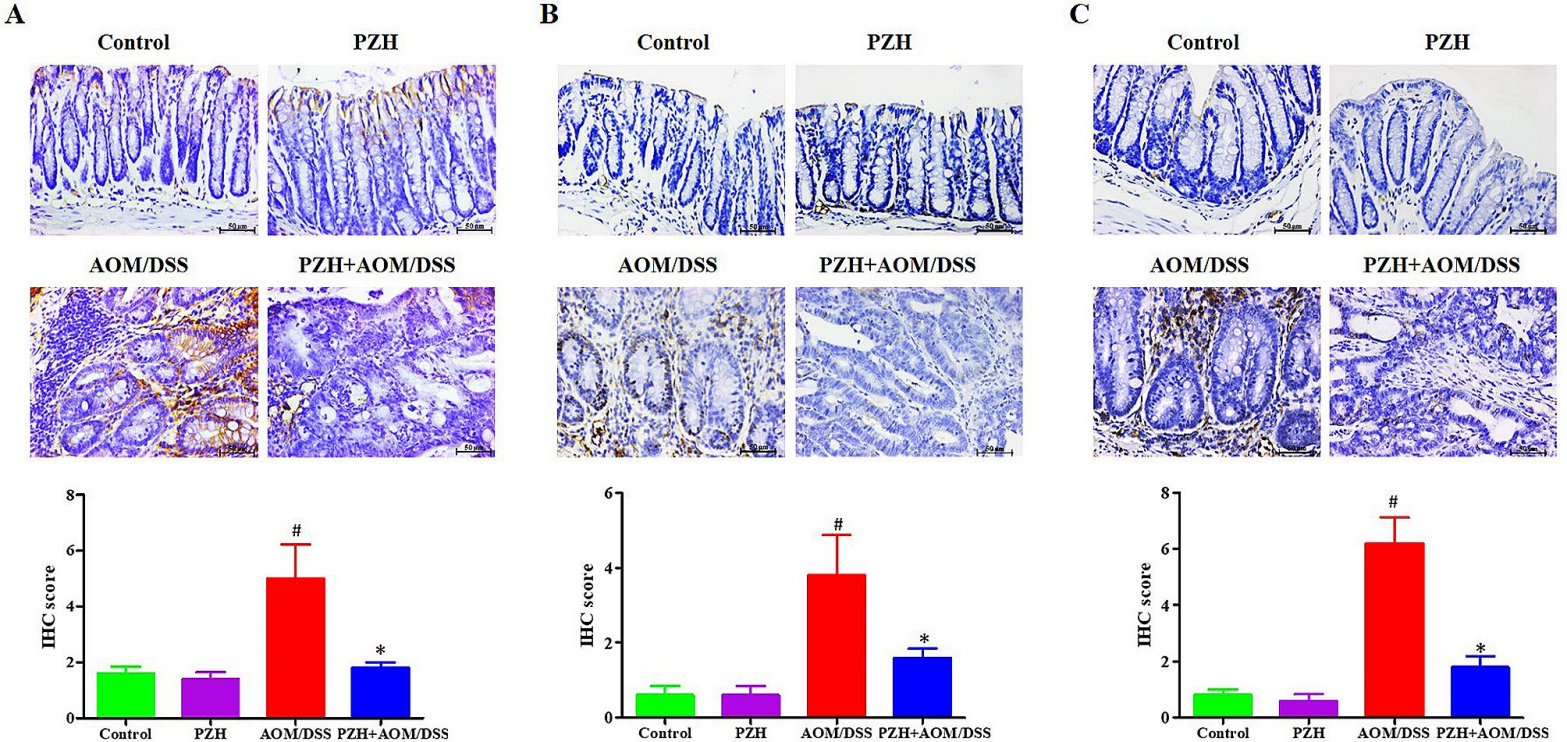
Effect of Pien Tze Huang (PZH) on the Wnt/β-catenin signaling pathway on AOM/DSS-induced colon cancer in mice. IHC was performed to detect (**A**) β-catenin and (**B**) cyclinD1 and (**C**) c-Myc expression in colon tissues of each group. The representative images of IHC analysis were taken at a magnification of 400× (top panel) and IHC scores were calculated (below panel). *P < 0.05, vs. the Control group, # *P* < 0.05, vs. the AOM/DSS group

## Discussion

CRC is a major public health challenge in the real of malignant diseases [1]. Ulcerative colitis is among the highest-risk populations for developing colorectal cancer [13]. CAC originates from inflamed mucosa and is the result of activated inflammatory responses and cancer progression cascades [27]. Clinical studies have shown that, compared to the general population, individuals with IBD have a 19-fold increased risk of developing CAC [13]. Therefore, early intervention and prevention of the “inflammation-to-cancer” transition in IBD serve as effective strategies for the prevention and treatment of CAC.

In China, traditional Chinese medicine is widely adopted as an adjunctive therapy by a large number of CRC patients [12]. Existing clinical studies have also confirmed that PZH has effects such as relieving pain and improving patient prognosis in the prevention and treatment of ovarian cancer and colorectal cancer [15–19]. Our previous research has found that PZH can inhibit the formation of intestinal tumors in a mouse model of CAC [20]. Therefore, this study used a CAC mouse model induced by the combined use of AOM and DSS to initially explore the effect of PZH on the formation and growth of intestinal tumors in the CAC mouse model. The results found that PZH not only inhibited the increase in the number and volume of intestinal tumors in CAC mice but also suppressed the secretion of pro-inflammatory cytokines IL-6, TNF-α, and IL-1β in mouse serum. Moreover, PZH alleviated the pathological damage of mouse colon tissue and inhibited tumor cell proliferation while promoting cell apoptosis. These results demonstrated that PZH may inhibit the growth of tumor cell in CAC mice by suppressing abnormal cell proliferation and promoting cell apoptosis.

Previous research has found that the development of CAC is not only closely related to the abnormal expression and mutation of various genes such as TP53, IL-10, HMGB1 [28–30], but also closely related to the abnormal activation of multiple signaling pathways such as Wnt/β-catenin, NF-kB [31, 32]. These could potentially become key targets and pathways to prevent the “inflammation-to-cancer” transition in IBD, thereby playing a role in the prevention and treatment of CAC progression. Given that PZH has the characteristics of exerting its anti-tumor effects through multiple components, multiple targets, and multiple pathways, this study further used high-throughput RNA sequencing methods to analyze the impact of PZH on CAC-related genes and pathways, to clarify its potential molecular mechanism of therapeutic action. Using Fold Change > 2 and P-value < 0.05 as screening criteria, differentially expressed genes between each group were compared. The results showed that thousands of transcripts changed in each pairwise comparison. The intersection of differentially expressed transcripts between the AOM/DSS and Control groups and between the PZH + AOM/DSS and AOM/DSS groups resulted in 1133 (24.3%) differentially expressed transcripts, which are likely one of the potential mechanisms by which PZH inhibits the development of CAC. Further enrichment analysis of differentially expressed genes in each group revealed related pathways, using a P-value of 0.001 as the screening criterion. The results showed that differentially expressed gene-related pathways between the AOM/DSS and Control groups were mainly enriched in the immune system, metabolism, PI3K/AKT signaling pathway, extracellular matrix, and other signaling pathways. Differentially expressed gene-related pathways between the PZH + AOM/DSS and AOM/DSS groups were mainly enriched in the extracellular matrix, Wnt signaling pathway, cancer pathways, and other signaling pathways. The intersection of the enriched pathways from both comparisons yielded 26 common pathways, including the Wnt signaling pathway, PI3K/AKT signaling pathway, pathways in cancer, and metabolic pathways.

Research has shown that the aberrant activation of the Wnt/β-catenin signaling pathway is pivotal in the development and progression of colorectal cancer [33]. Its abnormal activation led to nuclear translocation of β-catenin, thereby regulating the transcription of some proliferation-related genes such as Cyclin D1 and c-Myc [34]. Previous investigation has shown the continuous activation of the Wnt/β-catenin signaling pathway as a potential factor in the development of CAC, its exact role in the development and progression of CAC needs further elucidation [35]. Based on the RNA sequencing analysis results of this study, the differentially expressed gene-related pathways mainly enriched in the PZH + AOM/DSS group compared to the AOM/DSS group also included the Wnt/β-catenin signaling pathway. Therefore, this study further verified the RNA sequencing analysis results through immunohistochemistry. As expected, compared to the control group, the AOM/DSS group of mice exhibited a significantly increased in the expression of β-catenin, Cyclin D1, and c-Myc in the colon tissue; whereas the intervention with PZH significantly inhibited the increase in the expression of these proteins. From this, we speculate that PZH may inhibit the development and progression of CAC by regulating the Wnt/β-catenin signaling pathway and thereby suppressing tumor cell proliferation, which could be one of its important mechanisms.

## Conclusion

PZH can significantly alleviate clinical symptoms of AOM/DSS-induced CAC mice, inhibit the formation and growth of tumors in colon by inhibiting the activation of the Wnt/β-catenin signaling pathway. Our findings provide further experimental evidence for the clinical treatment of colorectal cancer with PZH.

## Data Availability

The data sets generated in the current study have been deposited into the NCBI GEO database (GEO No. GSE230302) and data supporting the results are included in this published article.

## Abbreviations

AOM: Azoxymethane
CAC: Colitis-associated colorectal cancer
CRC: Colorectal cancer
DETs: Differentially expressed transcripts
DSS: Dextran sodium sulfate
ELISA: Enzyme-linked immunosorbent assay
GEO: Gene expression omnibus
H&E: Hematoxylin and eosin
IBD: inflammatory bowel disease
IHC: immunohistochemistry
PZH: Pien Tze Huang
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling

## References

[1] Marshall JR (2008). Prevention of colorectal cancer: diet, chemoprevention, and lifestyle. Gastroenterol Clin North Am.

[2] Xia C, Dong X, Li H, Cao M, Sun D, He S, Yang F, Yan X, Zhang S, Li N (2022). Chen.Cancer statistics in China and United States, 2022: profiles, trends, and determinants. Chin Med J (Engl).

[3] Feagins LA, Souza RF (2009). Spechler.Carcinogenesis in IBD: potential targets for the prevention of colorectal cancer. Nat Rev Gastroenterol Hepatol.

[4] Canavan C, Abrams KR. and J. Mayberry.Meta-analysis: colorectal and small bowel cancer risk in patients with Crohn’s disease.Aliment Pharmacol Ther.2006;23. 1097 – 104.10.1111/j.1365-2036.2006.02854.x16611269

[5] Zhang X, Li W, Ma Y, Zhao X, He L, Sun P (2021). Wang.High-fat diet aggravates colitis-associated carcinogenesis by evading ferroptosis in the ER stress-mediated pathway. Free Radic Biol Med.

[6] Wu Y, Yao J, Xie J, Liu Z, Zhou Y, Pan H. and W. Han.The role of autophagy in colitis-associated colorectal cancer.Signal transduct Target Ther.2018;3. 31.10.1038/s41392-018-0031-8PMC626527630510778

[7] Sanmarco LM, Chao CC, Wang YC, Kenison JE, Li Z, Rone JM, Rejano-Gordillo CM, Polonio CM, Gutierrez-Vazquez C, Piester G, Plasencia A, Li L, Giovannoni F, Lee HG, Faust Akl C, Wheeler MA, Mascanfroni I, Jaronen M, Alsuwailm M, Hewson P, Yeste A, Andersen BM, Franks DG, Huang CJ, Ekwudo M, Tjon EC, Rothhammer V, Takenaka M, de Lima KA, Linnerbauer M, Guo L, Covacu R, Queva H, Fonseca-Castro PH, Bladi MA, Cox LM, Hodgetts KJ, Hahn ME, Mildner A, Korzenik J, Hauser R, Snapper SB. and F.J. Quintana.Identification of environmental factors that promote intestinal inflammation.Nature.2022;611. 801–9.10.1038/s41586-022-05308-6PMC989882636266581

[8] Niu M, Chong Y, Han Y (2015). Liu.Novel reversible selective inhibitor of nuclear export shows that CRM1 is a target in colorectal cancer cells. Cancer Biol Ther.

[9] Treasure. J.Herbal medicine and cancer: an introductory overview.Semin Oncol Nurs.2005;21. 177 – 83.10.1016/j.soncn.2005.04.00616092805

[10] Bensoussan M, Jovenin N, Garcia B, Vandromme L, Jolly D, Bouché O, Thiéfin G (2006). Cadiot.Complementary and alternative medicine use by patients with inflammatory bowel disease: results from a postal survey. Gastroenterol Clin Biol.

[11] Langhorst J, Wulfert H, Lauche R, Klose P, Cramer H, Dobos GJ (2015). Korzenik.Systematic review of complementary and alternative medicine treatments in inflammatory bowel diseases. J Crohns Colitis.

[12] Fang L, Chen B, Liu S, Wang R, Hu S, Xia G, Tian Y (2012). Cai.Synergistic effect of a combination of nanoparticulate Fe3O4 and gambogic acid on phosphatidylinositol 3-kinase/Akt/Bad pathway of LOVO cells. Int J Nanomed.

[13] Li JM, Lee YC, Li CC, Lo HY, Chen FY, Chen YS, Hsiang CY (2018). Pathways J Agric Food Chem.

[14] Cao W, Liu J, Dai Y, Zhou Y, Li R. and P. Yu.Bibliometric Analysis of Marine Traditional Chinese Medicine in Pharmacopoeia of the People’s Republic of China: Development, Differences, and Trends Directions.Evid Based Complement Alternat Med.2022;2022. 3971967.10.1155/2022/3971967PMC981041636605100

[15] Lü L, Wai MS, Yew DT. and Y.T. Mak.Pien Tze Huang, a composite Chinese traditional herbal extract, affects survival of neuroblastoma cells. Int J Neurosci.2009;119. 255 – 62.10.1080/0020745080232477019125378

[16] He F, Wu HN, Cai MY, Li CP, Zhang X, Wan Q, Tang SB (2014). Cheng.Inhibition of ovarian cancer cell proliferation by Pien Tze Huang via the AKT-mTOR pathway. Oncol Lett.

[17] Fu Y, Zhang L, Hong Z, Zheng H, Li N, Gao H, Chen B. and Y. Zhao.Methanolic extract of Pien Tze Huang induces apoptosis signaling in human osteosarcoma MG63 cells via Multiple Pathways.Molecules.2016;21. 283.10.3390/molecules21030283PMC627440426938521

[18] Chen ZP (2021). Tze Huang (PZH) as a Multifunction Medicinal Agent in Traditional Chinese Medicine (TCM): a review on cellular, molecular and physiological mechanisms. Cancer Cell Int.

[19] Shen A, Chen H, Chen Y, Lin J, Lin W, Liu L, Sferra TJ. and J. Peng.Pien Tze Huang Overcomes Multidrug Resistance and Epithelial-Mesenchymal Transition in Human Colorectal Carcinoma Cells via Suppression of TGF-β Pathway.Evid Based Complement Alternat Med.2014;2014. 679436.10.1155/2014/679436PMC425370225505925

[20] Shen A, Chen Y, Hong F, Lin J, Wei L, Hong Z, Sferra TJ. and J. Peng.Pien Tze Huang suppresses IL-6-inducible STAT3 activation in human colon carcinoma cells through induction of SOCS3.Oncol Rep.2012;28. 2125–30.10.3892/or.2012.206723027374

[21] Wan Y, Shen A, Qi F, Chu J, Cai Q, Sferra TJ, Peng J (2017). Chen.Pien Tze Huang inhibits the proliferation of colorectal cancer cells by increasing the expression of miR-34c-5p.Exp. Ther Med.

[22] Li L, Shen A, Chu J, Sferra TJ, Sankararaman S, Ke X, Chen Y (2018). Peng.Pien Tze Huang ameliorates DSS–induced colonic inflammation in a mouse colitis model through inhibition of the IL–6/STAT3 pathway. Mol Med Rep.

[23] Gou H, Su H, Liu D, Wong CC, Shang H, Fang Y, Zeng X, Chen H, Li Y, Huang Z, Fan M, Wei C, Wang X, Zhang X, Li X. and J. Yu.Traditional Medicine Pien Tze Huang Suppresses Colorectal Tumorigenesis through Restoring Gut Microbiota and Metabolites.Gastroenterology.2023.10.1053/j.gastro.2023.08.05237704113

[24] Shen A, Chen Y, Liu L, Huang Y, Chen H, Qi F, Lin J, Shen Z, Wu X, Wu M, Li Q, Qiu L, Yu N, Sferra TJ (2019). Peng.EBF1-Mediated upregulation of Ribosome Assembly factor PNO1 contributes to Cancer Progression by negatively regulating the p53 signaling pathway. Cancer Res.

[25] Kanehisa M, Furumichi M, Sato Y, Ishiguro-Watanabe M (2021). Tanabe.KEGG: integrating viruses and cellular organisms. Nucleic Acids Res.

[26] Sebio A, Kahn M (2014). Lenz.The potential of targeting Wnt/β-catenin in colon cancer. Expert Opin Ther Targets.

[27] Terzić J, Grivennikov S, Karin E. and M. Karin Inflamm colon Cancer Gastroenterol2010;138. 2101–2114.e5.10.1053/j.gastro.2010.01.05820420949

[28] Rothemich A. and J.C. Arthur.The Azoxymethane/Il10 (-/-) Model of Colitis-Associated Cancer (CAC).Methods Mol Biol.2019;1960. 215–225.10.1007/978-1-4939-9167-9_1930798535

[29] Kobayashi K, Tomita H, Shimizu M, Tanaka T, Suzui N, Miyazaki T. and A. Hara.p53 expression as a diagnostic biomarker in Ulcerative Colitis-Associated Cancer. Int J Mol Sci.2017;18.10.3390/ijms18061284PMC548610628621756

[30] Tan G, Huang C, Chen J. and F. Zhi.HMGB1 released from GSDME-mediated pyroptotic epithelial cells participates in the tumorigenesis of colitis-associated colorectal cancer through the ERK1/2 pathway.J Hematol Oncol.2020;13. 149.10.1186/s13045-020-00985-0PMC764893933160389

[31] Zeng S, Chen L, Sun Q, Zhao H, Yang H, Ren S, Liu M, Meng X (2021). Xu.Scutellarin ameliorates colitis-associated colorectal cancer by suppressing Wnt/β-catenin signaling cascade. Eur J Pharmacol.

[32] Jiang F, Liu M, Wang H, Shi G, Chen B, Chen T, Yuan X, Zhu P, Zhou J, Wang Q. and Y. Chen.Wu Mei Wan attenuates CAC by regulating gut microbiota and the NF-kB/IL6-STAT3 signaling pathway.Biomed Pharmacother.2020;125. 109982.10.1016/j.biopha.2020.10998232119646

[33] Shenoy AK, Fisher RC, Butterworth EA, Pi L, Chang LJ, Appelman HD, Chang M, Scott EW. and E.H. Huang.Transition from colitis to cancer: high wnt activity sustains the tumor-initiating potential of colon cancer stem cell precursors. Cancer Res.2012;72. 5091 – 100.10.1158/0008-5472.CAN-12-1806PMC346377422902411

[34] Reya T. and H. Clevers.Wnt signalling in stem cells and cancer.Nature.2005;434. 843 – 50.10.1038/nature0331915829953

[35] Koch S (2017). Extrinsic control of wnt signaling in the intestine. Differentiation.

How the deposited data were processed for this re-analysis (not part of the article)

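RNA-seq of colon tissue from 20 mice in 4 groups of 5 (Control, PZH, AOM/DSS and PZH + AOM/DSS) was examined, with 1 library per mouse and each mouse in 1 group only. The deposited values were FPKM that the authors computed per transcript with StringTie v1.3.3b, after FastQC v0.11.5, the NGSQC v2.3.3 read filter and HISAT2 v2.1.0 alignment to mm10. They had not been scaled further between mice as far as the values show. The authors called DETs with DESeq v1.28.0. Since the files hold no counts, tests for counts (edgeR, DESeq2) were not used. The log2 values were compared with limma 3.58.1 in R 4.3.3, with statmod 1.5.0 and data.table 1.17.8. The settings were a pseudocount of 1, an intensity trend in the variance, the 10 mice of the compared groups and no covariates. A transcript or gene entered a comparison with at least 0.5 FPKM in at least 5 of these 10 mice.

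The depth of each mouse was read from the step of FPKM multiplied by transcript length, which corresponds to 15.3 to 19.4 M fragments. Estimated fragments are values in units of that step. They served as a filter and as input to limma voom among the alternatives, and they carry the uncertainty of the step. Gene values sum the transcripts that GENCODE M21 assigns to a gene, and 150 Ensembl transcripts missing from that release and the 22252 assembled transcripts were left out of the sums. A fragment that StringTie assigned to an assembled transcript is therefore missing from its gene.

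The comparisons were PZH against Control, AOM/DSS against Control, PZH + AOM/DSS against AOM/DSS and, for the Wnt genes, AOM/DSS against PZH. PZH + AOM/DSS against Control and the interaction of PZH and AOM/DSS over all 20 mice were added. The tests, the gene lists, the alternatives and the rule for named genes were set before the data were examined. Exceptions are the tests, genes and alternatives stated to have been chosen later. The filter at 0.5 FPKM, and estimated fragments in place of counts, were chosen once the unit of the values was known. The rule for named genes took those the paper names in its RNA-seq results and those it stained or measured in serum. For each comparison it also took the 5 with the largest rise and the 5 with the largest fall. These had to have an adjusted P under 0.05, at least 100 estimated fragments on average in the higher group and no overlap between groups. Other genes in the text are members of the pathway or tissue lists, differed by the interaction or were singled out after their values were seen. Single values per mouse were compared with exact two-sided permutation tests, whose smallest possible P with 5 mice against 5 is 0.00794. The 6 pathway lists were tested with one-sided Fisher's exact tests, camera (preset correlation 0.01, or estimated) and fry. In addition, 18 lists of tissue and cell type genes were scored per mouse as mean log2(FPKM + 1) and compared in 54 tests. The pathway databases of the paper were not used here, so its pathway counts were not recomputed.

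The alternatives were another scaling (median of ratios), no filter, a filter of 10 estimated fragments in every mouse, limma voom with sample quality weights, all 20 mice in one model, a pseudocount of 0.1, sums per gene or single transcripts, and leaving out each mouse in turn. With a mouse left out, 0.5 FPKM was required in only as many mice as the smaller group held, so more transcripts were tested. For each comparison, 100 splits of the 10 mice, the real one included, were tested in the same way.

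The method was tested on simulated data with known changes. Of 200 changed transcripts, 123 (61.5%) were found at an adjusted P under 0.05, all in the right direction, and of 200 changed genes 195 (97.5%). Of the unchanged ones, 14 transcripts among 42979 tested and 5 genes among 15783 were called. A simulation without any change gave 559 DETs among 42994 transcripts by the unadjusted criteria and 0 with adjustment, and 85 genes by the unadjusted criteria and 1 with adjustment. No random list out of 40 was called by Fisher's test, camera or fry. The simulated genes varied independently of each other, so this cannot show how these tests behave with correlated genes. The step was recovered in 20 simulated mice to within 0.000129%.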

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

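The tests on PZH + AOM/DSS mouse 35, on Arhgef16 and on leaving out mice from PZH + AOM/DSS against Control were chosen only after the result was seen. A mouse is named here where its gap to the nearest mouse of its group was large for the range of the group by Dixon's test. Named genes other than the 13 Wnt genes were added to this test after their values were seen. Of 202 group values tested this way, 20 had such a mouse, and chance alone would give 10.1. Several lie in groups near 0 FPKM, where a small difference is enough, and related genes count more than once, so single cases carry little weight. Values of genes and lists in this part are log2(FPKM + 1).

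PZH + AOM/DSS mouse 35 was far above the other mice of its group in Jun (6.59, next mouse 5.18) and Axin2 (5.83, next mouse 4.12). It was also far above them in the list for squamous epithelium (1.64, next mouse 0.77). Its depth of 17.5 M fragments lay within the range of the other 19 mice, which argues against depth as the source. A score used genes changed by AOM/DSS, 1124 of them for PZH + AOM/DSS mice and 1007 to 1190 for single AOM/DSS mice. The values of these groups therefore do not rest on exactly the same genes. Control mice stood at 0.039 to 0.108 on this score, mouse 35 at 1.03 and the lowest AOM/DSS mouse at 0.80. An exchange with an AOM/DSS library of this set would leave 1 AOM/DSS mouse at the level of the other 4 mice, which reached at most 0.713. None stood there on this score, and on the Wnt score the lowest AOM/DSS mouse stood at 3.66 and the other 4 at most at 3.10. Mouse 35 also had the Eef1a1 level of its group (2958 FPKM), where AOM/DSS mice had at most 1443 FPKM. These values argue against such an exchange. They rest on single libraries, and Eef1a1 took both levels within Control and PZH mice, so a mislabelled library is not excluded. On the tumour epithelium list, scaled to 0 at the Control mean and 1 at the AOM/DSS mean, it stood at 1.11, and the other mice of its group at 0.11 to 0.60. More tumour tissue in its piece of colon may therefore be a source of the values, but 8 of the 22 genes of that list are among the 13 Wnt genes. A weaker effect of PZH in this mouse stays open and was not tested. The SD of the Wnt score was 2.61 times as large in PZH + AOM/DSS as in AOM/DSS mice (exact permutation test, p = 0.143), so chance is enough for the wider spread.

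Notum was at 0.0516 in Control mouse 50 and listed at 0 in the other 4 Control mice, a difference near the smallest value that a mouse can take. Control mouse 50 also had the highest value of its group for the aorta list (5.68, next mouse 5.10). Of the 10 genes on that list, 4 are also on the smooth muscle list, on which the mouse was highest in its group (7.39). PZH mouse 8 was highest in its group for macrophages (4.45, next mouse 3.95) and for squamous epithelium (0.358, next mouse 0.301). PZH + AOM/DSS mouse 15 was lowest in its group for exocrine pancreas (0.921, next mouse 1.04). No technical or biological explanation was tested for these.

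Ccnd1 was far lower in AOM/DSS mouse 44 (3.25, next mouse 5.55) than in the rest of its group, and Ppp1cb in PZH + AOM/DSS mouse 2 (4.98, next mouse 5.92). Il6 was high for its group in AOM/DSS mouse 23 (2.61, next mouse 0.807), and near 0 in Control mouse 37 (0.159) and PZH mouse 53 (0.346), each the highest of its group. Other values near 0 were Defa24 in PZH mouse 53 (0.209), Defa20 and Defa32 in Control mouse 37 (0.175 each) and the same genes in PZH mouse 8 (0.0997 each). All other mice of these groups were at 0 for them. Eef1a1 was high in Control mouse 17 (11.27, next mouse 10.41), the only Control mouse in which the assembled transcript was at 0. It was also high in AOM/DSS mouse 23 (10.496, next mouse 10.14), where the assembled transcript was not at 0. No explanation was tested for these values.

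The effect of PZH differed between mice with and without AOM/DSS for a single transcript out of 52341, ENSMUST00000154895 of Arhgef16, with a log2 difference of −2.88 (adjusted p = 2.20e-04). Its mean was 0.0804 FPKM in Control, 8.86 in PZH, 10.9 in AOM/DSS and 13.6 in PZH + AOM/DSS mice. With the transcripts of the gene summed, the adjusted p of the difference was 0.620, which does not show that the sum was unchanged. The sum was 30.9 to 40.9 FPKM in Control and 46.5 to 55.6 FPKM in PZH mice. Reads moved between the transcripts of the gene would lower its other transcripts, whose mean was 37.8 FPKM in Control and 43.1 FPKM in PZH mice. The transcript held 129 estimated fragments in PZH mice, fewer than the SD of the other transcripts in Control mice (182). Such a division is therefore neither shown nor excluded. At P under 0.05 without adjustment there were 3796 transcripts. Of the 13 Wnt genes, 10 had an unadjusted P under 0.05 and 0 an adjusted P under 0.05 over all genes. In 38 of 100 splits with PZH labels exchanged within both arms, at least 1 transcript was found, so a count of 1 is what chance gives. The other splits reached up to 362. Summed per gene, 2 of 16936 genes differed at an adjusted p of 0.0459, Zfat (log2 difference −1.97) and Atf3 (2.30), both singled out after their values were seen.

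The paper's text gives no DETs for PZH + AOM/DSS against Control mice. This RNA-seq comparison gave 140 DETs with an adjusted P under 0.05, 85 of them higher, among 1484 DETs in 40259 transcripts tested. Only the real split of 100 gave as many, which argues against chance. Leaving out each mouse in turn gave 60 (without Control mouse 50) to 188 (without PZH + AOM/DSS mouse 13) such DETs, and 120 without mouse 35. The count fell by more than 1.5 times, to 60 to 80, without Control mouse 17, 37, 41 or 50 or PZH + AOM/DSS mouse 2, 15 or 36. Both AOM/DSS groups received AOM and DSS, so a difference that remains under PZH is a biological explanation the design offers, and it was not tested further.

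Assembled transcripts without a gene name made up 392 of the 1522 DETs with an adjusted P under 0.05 in AOM/DSS against Control mice, 273 of them higher. As for all DETs of that comparison, only 1 of 100 splits, the real one, gave as many adjusted calls in total. Whether they are unannotated genes or parts of annotated ones was not tested.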

How the results depend on the processing

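No test in this part was chosen only after a result was seen, but some alternatives were chosen after seeing the data. These were the fold change taken as the ratio of group mean FPKM, the same with all transcripts above 0, and all alternatives for the tissue lists. Tests for counts (DESeq2, edgeR) and their size factors were not run because the values are not counts, and scaling by library size alone was not run because FPKM already holds it. No paired analysis was possible because the mouse numbers are not shared between groups.

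Under median-of-ratios scaling, none of the counts of DETs, adjusted calls, shared DETs and Wnt genes changed by 1.5 times or more. DETs were 615, 2508 and 1096 for PZH against Control, AOM/DSS against Control and PZH + AOM/DSS against AOM/DSS, the order used below.

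A filter of at least 10 estimated fragments in every mouse gave 140, 947 and 336 DETs, 2, 720 and 2 adjusted calls and 145 shared DETs. It left 8 Wnt genes up against Control, 5 up against PZH and 5 down with PZH, and 0 interaction transcripts (1337 at unadjusted P under 0.05). Fewer transcripts and genes were tested, by construction, and at this depth the low Wnt genes cannot pass the filter. Summing per gene gave 107, 1219 and 382 DETs, 1 adjusted call in the first and 1 in the last comparison, and 295 shared, again from fewer units. With all transcripts above 0, adjusted calls in the last comparison were 4. With all 20 mice in one model, adjusted calls were 1 in the first and 23 in the last comparison.

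With voom, DETs were 1039 and 2063 in the first and last comparison and 968 were shared. A pseudocount of 0.1 gave 1397, 4631 and 2267 DETs and 1003 shared. The ratio of group means gave 1558, 4972 and 2314 and 990 shared, and with all transcripts above 0, 4136, 9925 and 5643 and 1994 shared. A smaller pseudocount and a ratio of means shrink low values less by construction. For the other changes the cause was not tested.

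Over the lists and both comparisons, 9 Fisher tests had an adjusted P under 0.05, and 5 when only adjusted calls were counted. For PZH + AOM/DSS against AOM/DSS, the Wnt pathway and extracellular matrix lists both had an adjusted p of 1 on adjusted calls (Fisher's exact test), where 1 gene was left, and 0.0630 with fry. Camera with the preset correlation kept both at 0.00744.

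Leaving out each mouse in turn gave 666 to 796, 2524 to 2855 and 988 to 1782 DETs, 10 to 39, 1204 to 1597 and 7 to 233 adjusted calls, and 393 to 799 shared DETs. The filter was looser in these fits and more transcripts were tested, so the counts do not reflect the missing mouse alone. The highest values were without PZH mouse 14 (39) and PZH + AOM/DSS mouse 35 (1782, 233 and 799). Adjusted calls for PZH were also 18 without Control mouse 17 or PZH mouse 46 and 17 without Control mouse 41 or 48. For the last comparison they were 19, 26, 21 and 16 without AOM/DSS mouse 30, 33, 44 and 52. Wnt genes up were 13 in each case and Wnt genes down 9 to 13. Beside Ctnnb1 and Sox17, Notum was not below P 0.05 without AOM/DSS mouse 44 or 52 or PZH + AOM/DSS mouse 2, 13 or 36, and Axin2 was not without AOM/DSS mouse 44 or PZH + AOM/DSS mouse 13, 15 or 36. Lists ranged from 8 to 9. Adjusted p values in AOM/DSS against Control were 8.95e-05 to 0.00125 for the Wnt pathway and 5.23e-10 to 7.67e-08 for the extracellular matrix list. In the last comparison they were 3.45e-09 to 0.00947 and 1.09e-06 to 0.0128. Interaction transcripts ranged from 1 to 278 (without mouse 35) and were at most 7 without any other mouse. Tissue lists ranged from 0 to 9 (without Control mouse 37 or PZH + AOM/DSS mouse 35), where at least 9 tests at the smallest possible P are needed for any to pass.

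The fall of the Wnt score in PZH + AOM/DSS mice ranged from −1.95 (without mouse 35, exact permutation test, p = 0.00794) to −1.25 (without mouse 13). It kept its direction and had an exact permutation p of 0.0556 to 0.0714 without AOM/DSS mouse 23, 30, 44 or 52 or PZH + AOM/DSS mouse 2, 13, 15 or 36. The cause was not tested. It was −1.47 with median-of-ratios scaling, −1.65 without Ctnnb1 and Jun and −1.71 with a pseudocount of 0.5.

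Of 750 values of named genes under alternatives, 728 kept direction and side of the threshold, 20 passed it where they had not, 1 no longer did and 1 reversed. Eef1a1 had an adjusted p of 0.0753 with all genes above 0 tested. Ccnd1 in PZH + AOM/DSS against AOM/DSS mice ranged from −0.12 (without AOM/DSS mouse 44) to 0.57 when each mouse was left out, against 0.38 with all mice. Its adjusted P was above 0.05 with all mice and without mouse 44.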

Differences from the paper's values

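The text of the paper gives more DETs than were found here in all 3 comparisons. For PZH against Control it gives 2348 DETs (the paper's), 1148 higher and 1200 lower, against 605, 296 and 309 here. None of the alternatives set before the data were examined came within 1.5 times of the paper's total. For the higher ones, a pseudocount of 0.1 gave 768 and the ratio of group means, chosen after seeing the values, 881. For the lower ones, testing all transcripts above 0 with the ratio of means, also chosen after seeing the values, gave 1585, and no alternative set before did.

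For AOM/DSS against Control, the paper gives 6420 DETs, 3609 higher and 3211 lower (the paper's values, of which the last 2 do not sum to the first), against 2551, 1760 and 791 here. A pseudocount of 0.1 gave 4631 DETs and 2985 higher, within 1.5 times of the paper's. So did the ratio of means, chosen after seeing the values, with 4972 and 3166. For the lower ones, all transcripts above 0 with the ratio of means, chosen after seeing the values, gave 3575. The other alternatives set before the data were examined did not close these gaps.

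For PZH + AOM/DSS against AOM/DSS, the paper gives 3498 DETs, 1431 higher and 2067 lower, against 1058, 333 and 725 here. For the lower ones, a pseudocount of 0.1 gave 1464, the ratio of means 1425, and all transcripts above 0 with that ratio 2797, the last 2 chosen after seeing the values. No alternative closed the gap for the total or the higher ones. The paper's overlap is 1133 against 509 here. The paper's text calls them transcripts and the legend of Fig. 5C genes, and the circles of Fig. 5C are smaller than the paper's DET totals. Whether both values count the same thing is therefore not known, and summed per gene the overlap here was 295. Voom (968), a pseudocount of 0.1 (1003), leaving out PZH + AOM/DSS mouse 35 (799) and the ratio of means, chosen after seeing the values (990), came within 1.5 times. The other alternatives did not.

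The bars of Fig. 7B, read by eye, give other ratios for 6 of the 13 genes. For Ctnnb1, AOM/DSS to Control is about 2.4 in Fig. 7B, against 1.44 here, and PZH + AOM/DSS to AOM/DSS about 0.5 in Fig. 7B, against 0.834 here. Transcript ENSMUST00000154687, picked after seeing the values because its AOM/DSS level matched the bar, gave 2.55 and 0.517. For PZH + AOM/DSS to AOM/DSS, the ratio of Nkd1 is about 0.11 in Fig. 7B, against 0.359 here, 0.127 without mouse 35 and 0.324 for ENSMUST00000169179, the transcript closest to the AOM/DSS bar. The ratio is about 0.023 for Dkk2 in Fig. 7B (0.350 here), about 0.033 for Notum in Fig. 7B (0.459 here), about 0.059 for Fzd10 in Fig. 7B (0.309 here) and about 0.15 for Wnt3 in Fig. 7B (0.386 here). For these 4 genes neither single transcripts nor leaving out any of the 10 mice closed the gap. Leaving out mouse 35 narrowed it. The log2 fold change then went from −1.94 to −2.52 for Dkk2 and from −2.01 to −2.70 for Notum. It went from −1.06 to −1.36 for Fzd10 and from −0.59 to −0.73 for Wnt3.

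The paper lists Ctnnb1 and Sox17 among the genes lowered by PZH. Here they were lower at a P of 0.11 each. Both were called at P under 0.05 with voom, with all 20 mice in one model and without PZH + AOM/DSS mouse 35, and Sox17 also without AOM/DSS mouse 33. Per transcript, Sox17 was called for ENSMUST00000027035 (limma, unadjusted p = 0.0451). Ctnnb1 was called only for the low ENSMUST00000139138 (5.46 against 10.8 FPKM, unadjusted p = 0.0186). Its main transcript ENSMUST00000007130 was not called (238 against 271 FPKM, unadjusted p = 0.232).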

Other observations

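The tests on Eef1a1, Ppp1cb and Fig. 7B, and the genes Epcam and Krt8, were chosen only after the result was seen. The tests on splits, simulations, smooth muscle, aorta and transcript division were set before, except the simulations of list genes, which were added after the values were seen.

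For PZH against Control, 8 of 100 splits of the 10 mice gave as many DETs and 16 as many adjusted calls, and the other 99 splits gave 431 to 725 DETs (median 517). These counts are therefore consistent with chance. For AOM/DSS against Control, 1 split, the real one, gave as many DETs and 1 as many adjusted calls. All 13 Wnt genes up were reached in 3 splits against Control and in 3 against PZH. As many lists were reached in 8 splits, as small a P for the Wnt pathway list in 7 and for the extracellular matrix list in 2. For PZH + AOM/DSS against AOM/DSS, 3 splits gave as many DETs and 20 as many adjusted calls. In 5 splits as many Wnt genes changed one way, in 7 as many lists were found, in 6 the Wnt pathway list had as small a P and in 3 the extracellular matrix list did. As many DETs and as small a P for the extracellular matrix list were therefore rare among the splits but were reached by 2 others each, with up to 1280 DETs. Simulations without a PZH effect reached 1223 DETs, and 3 of 100 gave as many as the 1058 found. Chance is therefore not ruled out for them, and the adjusted calls did not exceed it. Spread in the simulations came from AOM/DSS and PZH + AOM/DSS mice, and an uneven response to PZH would widen it. The simulations may therefore overstate chance. For the number of lists and the Wnt pathway list the splits decide little. In AOM/DSS against Control, where 12 of the 13 Wnt genes did not overlap between groups, they came out alike (8 and 7 splits). The rise of all 13 Wnt genes was itself reached in 3 splits, so the 5 splits for the Wnt genes lowered decide little either. Simulations of list genes without a PZH effect, added after the values were seen, reached at most 24 such DETs, against 36 found. Some of the 36 are genes that the paper chose on these mice, so for the Wnt lists that gap is not independent evidence.

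As large an overlap of DETs came from 2 of 100 splits of the AOM/DSS and PZH + AOM/DSS mice. Without any PZH effect, simulated overlaps reached 641, and the median share in opposite directions was 92.4%. The shared AOM/DSS group may therefore give both the size of the overlap and its opposite directions, although 1 of 100 simulations reached the size and 1 the share. Since the simulated spread includes that of PZH + AOM/DSS mice, an uneven response to PZH may enter these values too. Pearson's r between the fold changes was more negative than in any simulation, so a part beyond the shared group stays open.

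In PZH against Control, the gene changed in the same way in 17.3% of DETs from genes with several transcripts. Reads divided differently between transcripts may be a source of many of the other DETs, but chance changes of single transcripts would leave their gene unchanged too. Ppp1cb showed separate levels within groups, with 3 of 5 AOM/DSS mice at or below the highest PZH mouse although they received no PZH, so an unstable transcript estimate is a candidate explanation. For Eef1a1, the 3 Control and PZH mice in which the assembled transcript was at 0 held the 3 highest Eef1a1 values of those 10 mice (exact permutation test, one-sided, p = 0.00833). The transcript was picked after seeing the values and had the most negative correlation with Eef1a1 among 22252 assembled ones, so this p partly restates the choice. The files give no position for it. Whether the same reads were assigned to Eef1a1 in some mice and to the transcript in others stays open. The higher Eef1a1 value with PZH is therefore not shown to be a rise of its expression.

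A value of 0 is not always absence. Of 647 genes with a mean of at least 100 FPKM, 14 were under 1 FPKM in at least 1 mouse, and 8 of these were both under 1 and over 100 FPKM among Control and PZH mice. The 14 include Defa24, Mmp7, Defa20, Defa17 and Defa32, the genes with the largest rises with AOM/DSS. They are not among the 8, so their low values were not seen to alternate within groups without AOM/DSS, but values near 0 limit how exactly these rises are known. The gene mt-Nd4, chosen after its values were seen, was under 1 FPKM in 17 mice and reached 1143 FPKM. Epcam was listed at 0 in 13 mice, all Control mice among them, and was at 233 to 865 FPKM in the others. Krt8 was under 1 FPKM in 8 mice and reached 3071 FPKM. Cdh1 ranged from 215 to 311 FPKM and Krt19 from 950.1 to 2138 FPKM in the same mice. No explanation was tested for these.

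Protocol text with the samples names the abdominal aorta. The epithelium list was at least 6.31 in each mouse and the aorta list at most 5.68 (log2(FPKM + 1)), which argues against libraries made from aorta. A lower share of smooth muscle in AOM/DSS mice would raise all other lists alike. The shifts of the other 17 lists spanned 4.10 on the log2 scale (exact permutation test, p = 0.00794, the smallest possible), which argues against it as the whole source of the rise in Wnt genes.

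The AOM/DSS bars of Fig. 7B were 4.14 times the estimated fragments in the 5 genes with 1 transcript (4.05 to 4.49). With that factor, 1 transcript matched the bar within 20% in each of the 8 other genes, but it was picked as the closest to that bar among up to 9. Fig. 7B may therefore plot counts of a single transcript per gene, in units of a fixed part of the step. This does not account for the PZH + AOM/DSS bars. Dkk2, Fzd10 and Wnt3 have 1 transcript and Nkd1 a matching one, and their ratios of PZH + AOM/DSS to AOM/DSS here (0.350, 0.309, 0.386 and 0.324) remain above those of Fig. 7B. For Ctnnb1, the matching transcript held 4.76% of the gene's fragments, and its AOM/DSS to Control ratio was 2.55.

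Of 54 tests of tissue lists, 18 had an exact permutation P under 0.05. The smallest possible P is 0.00794, so an adjusted P under 0.05 would need at least 9 tests at it. There were 7, with an adjusted P of 0.0612, and none passed. The adjusted values therefore say little about single lists. For AOM/DSS against Control, neutrophils and monocytes (2.62), the tumour epithelium list (2.62), T cells (0.73), red blood cells (0.77) and cell cycle genes (0.48) were higher. Absorptive colonocytes (−1.48), smooth muscle (−1.03), adipose (−0.60), aorta (−0.41) and enteric neurons and glia (−0.37) were lower. For PZH against Control, absorptive colonocytes (−0.28), smooth muscle (−0.63), aorta (−0.50) and red blood cells (−0.85) were lower. For PZH + AOM/DSS against AOM/DSS, the tumour epithelium list (−1.32), neutrophils and monocytes (−1.30) and red blood cells (−1.16) were lower, and adipose (0.60) was higher. The squamous epithelium list was at 4.45 and 4.00 in Control mice 17 and 50 and at 0.30 to 0.36 in the other 3.

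Among genes that the paper stained or measured in serum, Il1b (log2 fold change 3.97, adjusted p = 6.64e-05) and Tnf (1.91, adjusted p = 5.88e-04) were higher in AOM/DSS than in Control mice, in a limma test of 5 mice against 5. Myc (0.67, adjusted p = 0.0584), Pcna (0.44, adjusted p = 0.143) and Ccnd1 (0.43, adjusted p = 0.539) did not pass the adjusted threshold, and Il6 was too low to be tested. Ccnd1 depended on AOM/DSS mouse 44, at 8.52 FPKM, where the other 4 AOM/DSS mice had 45.8 to 62.6 FPKM and Control mice 22.4 to 32.8 FPKM. Without it the log2 fold change of Ccnd1 was 0.93 (limma, adjusted p = 0.00168, range over all alternatives 0.00168 to 0.768). Myc passed with all 20 mice in one model (0.0314) and without Control mouse 41 or 48, with adjusted values of 0.0314 to 0.128 over the alternatives. Pcna passed with voom (0.0466) and without Control mouse 37 (0.0336), with 0.0336 to 0.302 over the alternatives. In AOM/DSS against PZH mice, Myc (1.08, limma, adjusted p = 8.43e-04) and Pcna (0.55, adjusted p = 0.0115) passed. Ccnd1 did not (0.39, adjusted p = 0.564). In PZH + AOM/DSS against AOM/DSS mice, none of the genes of this paragraph had an adjusted P under 0.05. The log2 fold changes there were −1.17 (Il1b), −0.90 (Tnf), −0.70 (Il6), −0.42 (Myc), −0.14 (Pcna) and 0.38 (Ccnd1). Il1b, Tnf and Myc had an unadjusted P under 0.05 there.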
